# Suppression of CCT3 inhibits melanoma cell proliferation by downregulating CDK1 expression

**DOI:** 10.7150/jca.69497

**Published:** 2022-03-28

**Authors:** Wenlou Liu, Xiuli Zhang, Cheng Chen, Yizhi Li, Chunsheng Yang, Zhengxiang Han, Guan Jiang, Yanqun Liu

**Keywords:** melanoma, chaperonin containing TCP1, subunit 3, proliferation, apoptosis

## Abstract

The eukaryotic chaperonin family is vital for cell survival. The dysregulation of chaperonin-containing TCP-1 subunit 3 (CCT3) is implicated in several types of malignant tumors' development. However, its functional role in melanoma remains unknown. Here we elucidate the functional contribution to CCT3 to melanoma progression. The results indicated that CCT3 highly expressed in melanoma tissues, and CCT3 overexpression is correlated with clinical stage in melanoma patients. Knockdown of CCT3 by shRNA in melanoma cells inhibited cell proliferation and cell cycle progression and induced cell apoptosis *in vitro*. *In vivo*, tumor growth in the nude mice was significantly inhibited after CCT3 silencing. Importantly, the gene array analysis showed that CCT3 depletions inhibited cyclins and cell cycle regulation signaling and further evaluation demonstrated that CDK1 expression was significantly decreased after CCT3 knockdown. Additionally, Functional rescues experiments also indicated that decreased cell proliferation due to CCT3 silencing was rescued by CDK1 overexpression. Overall, our findings suggest that CCT3 depletions prohibited melanoma progression by downregulating CDK1 expression and is a potential therapeutic target for melanoma.

## Introduction

Melanoma is a highly aggressive and lethal cutaneous malignancy, and its incidence of the population is increasing steadily in recent decades 1,2. A total of 87110 new cases of malignant melanoma (MM) and 2017 witnessed 9730 deaths, accounting for 5.2% of the total cases and 1.6% of the total deaths 2. Melanoma is characterized by locore gional recurrence and distant metastasis, resulting in short survival time 3. Early stage Ⅰ melanoma has a 10‐year overall survival (OS) of 94% to 98%. However, patients with stage Ⅳ disease have a 10‐year OS of only 10% to 15% 4. Promising developments have been made in diagnosis and biomarkers, such as *BRAF, MEK* 5,6, and *KIT* 7, and treatment strategies, including immunotherapy 8,9 and molecular-targeted therapies for melanoma (such as vemurafenib, imatinib, and ipilimumab) 9-11, have rapidly advanced. However, the clinical benefits and prognosis of patients with melanoma remain dismal 12. In addition, the molecular mechanisms for melanoma development remain largely unknown. Thus, novel molecular markers must be urgently identified, and efficient therapeutic strategies must be developed to increase the survival of patients with melanoma.

Molecular chaperones play a critical role in maintaining protein homeostasis (proteostasis) and proteome integrity 13, primarily prevent the misfolding or aggregation of proteins, and help protein folding, intracellular localization, and proteolytic turnover in the cytosol 13,14. The chaperonin family includes the mitochondrial heat shock protein 60, bacterial GroEL, plastid Rubisco subunit-binding protein, and archaea group II chaperonins 15,16. The chaperonin-containing TCP-1 [TCP-1 ring complex (TRiC), CCT/TRiC] composed of eight homologous subunits (CCT1-CCT8), which is a member of the group II (eukaryotic) chaperonin family, is a large-molecular weights complex present in eukaryotic cells 17. CCT (60 kDa) features a cylindrical architecture containing two back-to-backs stacked oligomerised rings. About 10% to 15% of newly synthesized proteins were folded by CCT which can refold proteins that fail to be folded by the simple heat shock protein family 18.

CCT/TRiC is involved in various proteins concerned with oncogeneses, such as cell cycle regulatory proteins, actins, tubulins, von Hippel-Lindau tumor suppressor protein, p53, and signal transducer and activator of transcription 3 (STAT3) 19-21. The functions of CCT and its subunits such as cell proliferation, apoptosis, and tumorigenesis (including CCT1, CCT2, CCT4, and CCT8) have been assessed 22-24. However, the concrete roles of CCT3 in human cancers still remain unclear. Recently, several functions of CCT3 on tumorigenesis have been recovered by some studies. CCT3 is upregulated in HCC 16,18,25. CCT3 depletion suppresses HCC cell proliferation by inducing mitotic arrest at prometaphase and apoptosis in vitro. Clinically, the overexpression of CCT3 is associated with poor clinical prognosis and aggressive clinicopathological features 18, 25. CCT3 played a critical role in gastric cancer growth and survival 13, Peng Su et al. displayed that CCT2-CCT7 are upregulated in esophageal carcinoma 24, Shi et al. showed the significant upregulation of CCT3 in PTC samples and that CCT3 knockdown decreases cellular proliferation and cell cycle progression and induces apoptosis in K1 cellspapillary thyroid carcinoma 26, Xiong Y et al. concluded that some genes, including CCT3, COPS3 and WWP1 are candidate driver genes of importance in osteosarcoma (OS) tumorigenesis PPI network analysis 27. A prospective proteomics-based study indicated that CCT3 promises to be a biomarker for the early detection of CCA 28. Despite the adverse effect of CCT3 on the progression of different solid tumors, the involvement of CCT3 in the tumorigenesis of melanoma remains unknown.

In this study, we explored the expression of CCT3 in patients with melanoma and investigated its effects on melanoma cell proliferation, apoptosis and cell cycle progression and its potential mechanisms in vita by silencing the CCT3 gene. These findings will better our knowledge of CCT3's function of melanoma and the assessment of its value of tumor progression and targeted therapy in melanoma.

## Materials and methods

### Patients and samples

A human melanoma tissue microarray (TMA-ME803a) that contains 40 patient samples was purchased from Genechem Co.,Ltd. Shanghai, China. Within the cohort are 40 melanoma tissues, 30 adjacent normal tissues, and 10 skin tissues. No patient in the cohort received preoperative anti-tumor treatments before surgery. Written informed consent was obtained from each participant in accordance with the institutional guidelines. This study was conducted with the approval of the Ethical Review Committee of the Affiliated Hospital of Xuzhou Medical University. All methods were carried out according to the approved guidelines on Xuzhou Medical University and the researches were implemented with reference to the provisions of the Helsinki Declaration of 1975. The major clinicopathological characteristics of the patients are summarized in Table 1.

### Immunohistochemistry and evaluation

Immunohistochemistry (IHC) was conducted in accordance with a previously described method involving streptavidin peroxidase 18. In brief, the TMA slides were deparaffinized and dehydrated using a graded series of ethanol and distilled water solutions. At room temperature, 3% H_2_O_2_ was initially used to block the slides to inhibit endogenous peroxidases for 30 mins and then with 5% normal goat serum at ambient temperature for 30 mins. The slides were incubated with the primary antibody polyclonal rabbit anti-CCT3 (1:200, HPA006543; Abcam, Cambridge, MA, USA) at 4 °C overnight. The negative controls were not incubated with the primary antibody. The extent and intensity of CCT3 immunostaining were considered. The intensity of CCT3 expression was graded as follows: 0, negative; 1, weak; 2, moderate; and 4, strong. The extent of staining was grouped according to the percentage of high-staining cells in the cancer nest: 0, negative; 1, 1%-25%; 2, 26%-50%; 3, 51%-75%; and 4, 76%-100%. Multiplying the two scores was the final quantitation of each staining. The immunostaining score of a tissue section was expressed as the product of its intensity and positive percentage scores. Scoring was performed in a blinded manner and determined independently by two expert pathologists. An immunostaining score of ≤ 6 was arbitrarily grouped as low CCT3 expression, and a score of > 6 indicated high CCT3 expression.

### Cell lines and culture conditions

The human melanoma cell lines MUM-2C, MUM-2B, and A375 were acquired from the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences (Shanghai, China). The cells lines were cultured in Dulbecco's modified Eagle's medium (RPMI-1640; Invitrogen, Thermo Fisher Scientific, Inc., Shanghai, China) provided with 10% fetal calf serum (Invitrogen), 100 U/ml penicillin, and 100 μg/ml streptomycin at 37 °C in a humidified incubator with 5% CO_2_.

### Target gene RNA interference lentiviral vector preparation

A short hairpin RNA (shRNA), shCCT3, was designed on the foundation of the target sequences 5′-CAAGTCCATGATCGAAATT-3′. A DNA oligonucleotide, which contained a target hairpin structure, transcription termination sequence, and proper restriction sites, was synthesized and inserted into the multiple cloning sites of the antiviral vector GV115 (GeneChem, Shanghai, China). Using the same technology, a control antiviral vector containing the hairpin sequence unrelated to the target was constructed. The sequence was used to confirm the antiviral shRNA constructs which were applied to lentivirus production. Using an antiviral expression system (GeneChem, Shanghai, China), virus packaging and purification were performed. Finally, 293T cells and ELISA assay (HIV-1 p24 antigen) were used to check the GFP expression of lentivirus.

### Cell transfections

Human melanoma MUM-2C and A375 cells were cultured in RPMI-1640 medium containing 10% fetal bovine serum at 37°C with 5% CO_2_. Lentivirus infection was performed on cells at 80% confluence of the condition of a multiplicity of infection (MOI) of 10. After transfection for 72 h, the number of cells expressing green fluorescent protein (GFP) was observed by fluorescence microscopy to evaluate the efficiency of lentivirus infection 13. RT-qPCR and Western blot analysis were used to detect the CCT3 gene and protein expressions in infected cells.

### RNA extraction and quantitative real time PCR assay

Total RNA in the tissue samples and melanoma cell lines were extracted and purified using the Trizol reagent (Invitrogen; Thermo Fisher Scientific, Inc.). cDNAs were synthesized by means of the Reverse Transcription Kit (Takara, Dalian, China) was synthesized. Relative quantification of RNA levels was identified by the Power SYBR Green (Takara, Dalian, China) according to manufacturer's instructions. GAPDH was chosen as an internal control for messenger RNA assays, the CT (2^-∆∆Ct^) method was utilized for calculating the relative gene expression 25. Each measurement was independently performed in triplicate. The primers used for qRT-PCR are represented as follows: CCT3 (forward) 5ʹ-TCAGTCGGTGGTCATCTTTGG-3ʹ, and (reverse) 5ʹ-CCTCCAGGTATCTTTTCCACTCT-3ʹ, GAPDH (forward) 5ʹ-TGACTTCAACAGCGACACCCA-3ʹ, and (reverse) 5ʹ-CACCCTGTTGCTGTAGCCAAA-3ʹ. The thermocycling program consisted of holding at 95 °C for 30 s, 45 cycles of 95 °C for 5 s, and 60 °C for 30 s.

### High‑content screening (HCS) for cell growth

Cell growth was evaluated with the help of the Cellomics ArrayScan HCS system (Thermo Fisher Scientific, Pittsburgh, PA, United States) 26. Briefly, A375 and MUM-2C cells were infected with lentivirus-mediated CCT3-shRNA or NC-shRNA, and the cells were seeded in 96-well plates at a density of 2 × 10^3^ cells/well, then the cells were incubated in a humidified atmosphere with 37°C and 5% CO_2_. Using the ArrayScan HCS 2.0 software (Cellomics; Thermo Fisher Scientific, Inc.), the infected GFP-expressing cells were imaged and quantified every day for five consecutive days. The experiment was performed independently more than three times. The curves depicting the infected cells growth were constructed.

### MTT assay for cell proliferation

Cell proliferation was analyzed through the MTT assay. In brief, A375 and MUM-2C melanoma cells with NC lentivirus or CCT3-shRNA lentivirus were seeded on 96-well plates (2 × 10^4^ cells/well in triplicate) and placed in a 5% CO_2_ incubator maintained at 37 °C for 1, 2, 3, 4, and 5 days. 3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide (MTT) was purchased from Genview (Houston TX, USA; JT343). MTT assay was conducted following the manufacturer's instructions. The absorbance at 490 nm (OD490) was then used as a representation of cell number which was used to describe the cell growth curve. This assay was performed independently three times, and similar results were obtained.

### Apoptosis assay

According to the manufacturer's instructions, early apoptosis was tested by the annexing V-allophycocyanin (APC) apoptosis detection kit (eBioscience; Thermo Fisher Scientific, Inc.). In brief, A375 and MUM-2C cells infected with the NC or the CCT3-shRNA lentivirus were nurtured in six-well plates. After incubating for 48 h, the cells were collected, washed twice with ice-cold PBS,and cell densities were adjusted to 1 × 10^6^-1 × 10^7^/ml. Subsequently, 5 µl of annexing V-APC was added into the cell suspensions, and the cells were incubated at room temperature for 15 mins. Finally, the samples were analyzed by the FACSCalibur flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA),and the data were analyzed using the FlowJo software 25. Furthermore, the case-based 3/7 activity of melanoma cells was appraised by the Caspase-Glo 3/7 assay kit (G8091, Promega, USA) as the manufacturer's instructions.

### Cell cycle assay

A375 and MUM-2C cells were infected with the NC or the CCT3-shRNA lentivirus and cultured in RPMI-1640 medium supplemented with 10% FBS in 6-well plates for two days. The cells were then trypsinized, washed with PBS, and fixed in 70% ethanol at 4°C overnight. After being washed with PBS, the cell staining solution was prepared according to the manufacturer's instructions of the cell cycle kit (Keygen Biotech Co., China), then propidium iodide (PI) staining solution was added to each tube of cell samples, resuspended the cell precipitation, and incubated at 37°C in the dark for 30 minutes. Cell cycle data were collected with FACSCalibur flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) and analyzed with ModFit LT 3.0 (Verity Software House Inc., Topsham, ME).

### Colony formation assay

The colony formation assay was conducted as described before 3. In brief, three days after lentivirus infection, 8 × 10^2^ cells suspended in DMEM containing 10% fetal bovine serum were seeded in six-well plates. The plates were incubated at 37 °C in a 5% CO_2_ incubator for 14 days or until colonies with more than 50 cells can be counted. Each dose was performed in triplicate, and the experiment was conducted at least three times.

### Western blot assay

The total protein was extracted from cultured melanoma cells using the RIPA buffer (Beyotime, Shanghai, China) to detect the expression level of CCT3. The protein concentration of each sample was determined using the BCA protein assay kit (Blue Skies, Shanghai, China). 10% SDS-PAGE gel electrophoresis was used for separating total proteins, then the proteins were transferred onto polyvinylidene difluoride membranes. After the membranes were blocked with 5% bovine serum albumin (BSA), the membranes were incubated with primary antibodies: mouse anti-GAPDH (1:2000, Santa Cruz, sc-2005), mouse anti-β-actin (1:10000, Abcam,ab6276), rabbit anti-CDK1 (1:300, Abcam, ab32094), rabbit anti-FOXM1 (1:400, Abcam, ab180710), rabbit anti-MCM-2 (1:1000, Abcam, ab109271), rabbit anti-NFKBIA (1:300, Abcam, ab7217), rabbit anti-PIM1 (1:100, Abcam, ab75776), and rabbit anti-SKP2 (1:300, Abcam, ab183039), rabbit anti-Bcl-2 (1:500, Abcam, ab692), rabbit anti-Bax (1:500, Abcam, ab32503), and rabbit anti-Cleaved PARP (1:1000, Abcam, ab32064). The membranes were then washed with TBST 3 times and incubated with the secondary antibody (Yeasen, Shanghai, China) for 2 h at room temperature. Bands were visualized using a chemiluminescent HRP substrate (Millipore, MA, USA) and an electrogenerated chemiluminescence imaging system (Tanon, Shanghai, China) 26.

### Gene expression profiling and data analysis

Total RNA transcriptional cDNA libraries of NC and KD groups were used to analyze global gene expression based on PrimeView Human Gene Expression Array. The raw microarray data onto PrimeView Human Gene Expression Array was analyzed by means of the GenespringGX predictor algorithm (Santa Clara, CA, USA). The genes were considered as a differential expression when their FDRs were less than 0.05 and the fold change was larger than 1.5 29. The microarray data were deposited in the Gene Expression Omnibus (GEO) database (Accession number: **GSE144788**). Analysis was performed for differentially expressed genes (*P* < 0.01 and fold change >2) by Ingenuity Pathway Analysis (IPA, Qiagen, www.ingenuity.com).

### Animal models

The animal experiment of the research was approved by the Ethical Committee of Xuzhou Medical University and followed the guidelines on animal care and protection. 6-week old male BALB/c nude mice were purchased from Shanghai Jiesijie Experimental Animals Co., Ltd. (Shanghai, China) (3). The male BALB/c nude mice were subcutaneously injected with A375 cells transfected with shCCT3 or shCtrl. Tumor volume (length × height × width) was measured with calipers at 10^th^, 15^th^, 20^th^, 25^th^, and 30^th^ days after inoculation. 25 days after the tumor cells were injected, mice were sacrificed by intraperitoneal injection of sodium pentobarbital at a concentration of 150mg/kg and the weight of the transplanted tumor was measured. The xenograft tissues were resected, fixed, and embedded in paraffin for IHC analyses. The animal experiment was carried out according to the ARRIVE guidelines.

### Statistical analysis

Quantitative values were presented as mean ± standard deviation/standard error of at least three independent experiments. The difference between the two groups was analyzed by Student's t-test, and one‑way analysis of variance was performed to analyze the difference among three or more groups. Differences between groups were compared by the Student-Newman-Keuls post hoc test. The correlations between CCT3 expression and various clinicopathological were analyzed by the Mann-Whitney U test. All statistical analyses were performed using the SPSS version 20.0 (SPSS, Inc., Chicago, IL, USA). *P* < 0.05 was used to represent a statistically significant difference.

## Results

### CCT3 is highly expressed in melanoma tissues and cells

A tissue microarray of 40 melanoma patients with paired adjacent counterparts was evaluated for the expression of CCT3 protein by IHC. CCT3-positive staining was predominantly located in the cytoplasm and certain nuclei. The representative images of CCT3 expression of melanoma and adjacent normal skin tissues are shown in Figure 1A. As illustrated in Figure 1B, significantly increased CCT3 expression (CCT3-high) was found in 67.5% (27/40) of melanoma samples, whereas high CCT3 expression was only observed in 40.0% (16/40) of the paired adjacent normal skin tissues. CCT3 expression was higher in tumor tissues than that in adjacent counterparts (*P* < 0.05). Additionally, a high level of CCT3 expression was correlated with a clinical stage (*P* = 0.029, Table 1). These results indicated that CCT3 is of great importance in melanoma development. Furthermore, the expression level of CCT3 was detected in three cutaneous melanoma cell lines. qRT-PCR analysis showed that the three cell lines expressed CCT3 mRNA, and A375 and MUM-2C cells expressed more CCT3 mRNA than that of MUM-2B cells (Figure 1C). Hence, A375 and MUM-2C cells were employed for knockdown experiments.

### Downregulation of CCT3 expression by lentivirus-mediated CCT3-shRNA in melanoma cells

CCT3 was highly expressed in melanoma tissues, thus, it was inferred to promote growth and inhibit the apoptosis of melanoma cells. Cellular functions of CCT3 in melanoma cells were explored by CCT3 knockdown to verify our hypothesis. The lentivirus-expressing shRNA targeting CCT3 (LV-shCCT3) or a scramble controls shRNA (LV-shCtrl) was used to infect A375 and MUM-2C cell lines. The transfection efficiency of A375 and MUM-2C cells was verified to be above 80% by fluorometric analysis at 72 h after infection (Figure 2A). Subsequently, the efficiency of CCT3 knockdown in the two cell lines was detected by qRT-PCR. After infection, CCT3 expression decreased by 88.4% and 75.4% in A375 and MUM-2C cells, respectively, compared with that in the shCtrl group (Figure 2B). Consistently, Western blotting proved that CCT3 protein expression in A375 and MUM-2C cells was markedly lower than that in the shCtrl group (Figure 2C). These data suggested that CCT3 knockdown cell models were successfully constructed.

### Knockdown of CCT3 suppresses the proliferation of melanoma cells in vitro

The shCtrl and shCCT3 lentivirus-infected A375 and MUM-2C cells were seeded in 96-well plates at an equal concentration to further investigate the biological effect of CCT3 knockdown on cell growth. The number of GFP-expressing infected cells was measured once a day for five days by using the Cellomics ArrayScan HCS system. As shown in Figure 3A, cell proliferation was inhibited by CCT3 silencing in a time-dependent manner. After five days of infection, the number of CCT3-shRNA-infected A375 or MUM-2C cells was significantly reduced compared with that of scr-shRNA-infected cells (*P* < 0.001). The MTT assay was conducted to further confirm the suppressive effect of CCT3 knockdown on cell proliferation. Results indicated that CCT3 knockdown in A375 and MUM-2C cells had a slower cell growth speed compared with control cells (*P* < 0.001, Figure 3B). The colony formation assay also obtained the same results. The depletion of CCT3 significantly decreased the clone formation capability of A375 and MUM-2C cells (*P* < 0.01, Figure 3C). In general, these findings indicated that CCT3 knockdown dramatically inhibits melanoma cell proliferation in vitro.

### Knockdown of CCT3 promoted melanoma cell apoptosis and influenced cell cycle progression

Flow cytometry with annexin V-APC binding assay was performed to determine whether CCT3 knockdown affected apoptosis. CCT3 knockdown significantly facilitated cell apoptosis in A375 and MUM-2C cells compared with that in the shCtrl groups. After 96 h of shCCT3 or shCtrl lentivirus infection, 6.1% of A375 cells and 17.7% of MUM-2C cells underwent apoptosis, whereas only 2.7% and 2.2% of shCtrl cells underwent apoptosis (*P* < 0.05, Figures 4A, B). Moreover, the enhanced apoptosis of CCT3 knockdown cells was confirmed by the caspase 3/7 activity assay, which showed a 2.3- and 2.0-fold increase in caspase 3/7 activity in the shCCT3 A375 and MUM-2C cells, respectively, compared with the shCtrl cells (*P* < 0.05, Figure 4C). Cell cycle distribution analysis showed that CCT3 silencing resulted in cell cycle changes in G0/G1 phase, and a reduced percentage of cells in S-phase or G2/M phase (*P* < 0.05, Figure 4D). Finally, we detected the expression levels of some downstream apoptosis markers in A375 cells. The western blot data showed that both Cleaved-PARP and Bcl-2 were downregulated after CCT silencing (P < 0.01, Figure 4E). But Bax was not changed (*P* > 0.05, Figure 4E). These results were in accordance with the results of the MTT assay and the colony formation assay. In summary, our results demonstrated that CCT3 silencing greatly promoted apoptosis and interrupted the cell cycle progression of melanoma cells.

### Knockdown of CCT3 inhibited tumor growth in melanoma in vivo

The above results demonstrated that CCT3 knockdown inhibited cell proliferation, affected the distribution of cell cycles,and promoted the apoptosis of melanoma cells in vita. Melanoma xenograft mouse models were employed to investigate the effects of CCT3 silencing on tumorigenicity in vivo. A375-LV-shCCT3 and control cells were injected subcutaneously into two separate groups of BALB/c nude mice (*n* = 10). The mice were euthanized, and their tumor volume and weights were examined on the 10^th^, 15^th^, 20^th^, 25^th^, and 30^th^ days after inoculation. As shown in Figure 5A, CCT3 knockdown significantly suppressed the tumorigenicity of A375 cells. CCT3 knockdown mice xenografts had a smaller tumor volume and less weight than the control group (*P* < 0.05, Figures 5B, C). In addition, IHC analysis was conducted to detect the expression of CCT3 in xenograft tumors. Tumors treated with LV-shCCT3 exhibited significantly impaired staining of CCT3 compared with the control groups (Figure 5D), suggesting that CCT3 knockdown inhibited melanoma cell tumorigenicity in vivo.

### CCT3 is involved in the regulation of multiple signaling pathways in melanoma cells

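Gene expression was measured in A375 cells, an established human melanoma cell line, on 3 arrays of cells infected with the control lentivirus (NC) and 3 arrays of cells infected with the CCT3 shRNA lentivirus (CCT3-KD). CCT3, which encodes the gamma subunit of the cytosolic chaperonin TRiC, had log2 values of 11.51, 11.42 and 11.45 on the NC arrays and of 8.20, 7.98 and 8.00 on the CCT3-KD arrays. It fell by 3.40 on the log2 scale (standard error 0.07, n = 3 arrays per group, adjusted p = 3.5e-07 from limma), which is 10.6-fold lower. The 5 probe sets of CCT3 had log2 fold changes of -3.40 to -3.28. By the sample labels, the infection lasted 16 h and the cells were cultured for a further 72 h, and the paper gives an MOI of 10. The authors processed the arrays with GeneSpring GX, and the paper's text does not name its version, background correction, normalization or summarization. The deposited values are on the log2 scale, as read from their range, which begins at 2.61 and stays below 15, and the array medians lay close to each other. After 72 control probe sets were left out, the table held 39161 probe sets, and 15243 genes were each represented by the probe set with the highest mean. Differences were tested with limma's moderated test, and p-values were adjusted by Benjamini-Hochberg over all genes. The thresholds and 38 gene lists were fixed before the data were examined, and the lists were tested with camera at a preset correlation of 0.01. The lists were assembled by hand and are not the paper's Ingenuity pathways, and some genes are in several lists. The paper gives at least 3 independent experiments for its quantitative values in general. For the arrays, nothing states whether the replicates came from separate cultures, so the p-values measure only the spread between arrays, which may be technical. With 3 arrays against 3, an exact permutation test cannot give a p below 0.1, and the number of arrays limits the precision.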

We conducted the genome-wide gene expression analysis via the GeneChip PrimeView Human Gene Expression Array (Affymetrix, USA) to explore the potential molecular mechanism of CCT3 in the complicated signal pathways. According to the principles of standardization and bioinformatics analyses, two groups can clearly be distinguished through the hierarchical cluster and the principal component analyses. 

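The NC and CCT3-KD arrays of the A375 cells were set apart in many genes. In 8351 genes, 54.8% of those measured, all CCT3-KD arrays lay on 1 side of all NC arrays, where chance gives 10%. The CCT3-KD arrays were higher in 4677 of these genes, among them the CDK inhibitor gene CDKN1A and the TGF-beta receptor gene TGFBR2. They were lower in 3674, among them MKI67, the gene of the proliferation marker Ki-67, and TOP2A, which encodes a DNA topoisomerase of dividing cells. Pearson's r across probe sets, which are not independent replicates, was 0.9974 to 0.9977 within NC, 0.9955 to 0.9972 within CCT3-KD and 0.9743 to 0.9778 between NC and CCT3-KD arrays. Average-linkage clustering into 2 clusters returned the NC and the CCT3-KD arrays. On principal component 1, with 82% of the variance, the gap between the groups was 82.9, against a range of 1.51 within NC and 5.97 within CCT3-KD. No test was run on this separation.

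**Figure D1:**
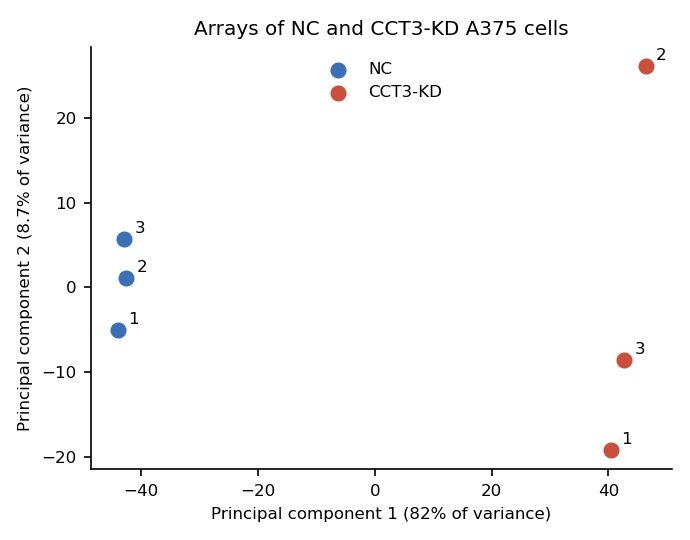
Principal components 1 (82% of the variance) and 2 (8.7%) of all probe sets without controls, on the log2 scale, with 1 point per array, NC in blue and CCT3-KD in red, numbered by replicate. The NC arrays lie at the left and the CCT3-KD arrays at the right, with a gap of 82.9 on component 1.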

Considering the inclusion criteria of showing a fold change of > 2.0 and *P* < 0.05, the gene array analysis identified 497 upregulated and 500 downregulated genes in CCT3 knockdown cells (data not shown). 

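Genes changed in both directions in CCT3-KD cells. With adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper's methods, 1177 genes rose and 1036 fell on the deposited values (limma). By more than 2-fold, 330 genes rose, among them JUN, which encodes a subunit of the transcription factor AP-1, and 348 fell, among them PLK1, the gene of a mitotic kinase, and FOXM1, that of a transcription factor of the G2/M phase. Counted per probe set at a fold change above 2 and an unadjusted p under 0.05, the thresholds stated in the paper's results, 704 were higher and 810 were lower. The share of upregulated genes among the changed genes was 53.2%, 49.4% after quantile normalization and 48.4% with each array centred on its median. It was 28.8%, with 676 genes higher and 1668 lower, when each array was centred on its hybridization controls, bacterial RNAs added to every array, a scaling chosen after seeing the data that moves the median gene by -0.17 on the log2 scale.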

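The largest rises in CCT3-KD cells, among genes with all CCT3-KD arrays above all NC arrays, were those of SERPINI1, which encodes the protease inhibitor neuroserpin, and RGS16, a regulator of G protein signaling. SERPINI1 rose by 4.11 on the log2 scale (standard error 0.09, n = 3 arrays per group, adjusted p = 3.5e-07 from limma), which is 17.3-fold, and RGS16 rose by 4.02 (standard error 0.07). The histone gene H2BC5 (3.65), the metalloprotease gene ADAM19 (3.23), LRRC17 (3.17), the potassium channel gene KCNJ2 (3.12), the semaphorin and VEGF coreceptor gene NRP1 (2.87), the complement receptor gene C3AR1 (2.86), SORBS2 (2.79) and ID2 (2.77), an inhibitor of helix-loop-helix transcription factors, followed in log2 fold change. After CCT3, the largest fall was that of HSBP1, which encodes a binding partner of heat shock factor 1, with a log2 fold change of -2.67 (standard error 0.05, adjusted p = 3.5e-07), or 6.35-fold lower. The log2 fold changes of the next genes were -2.61 for OLFML2A, -2.43 for the neuropeptide gene NMU, -2.41 for MNS1, -2.26 for ARL1, which encodes a GTPase of the Golgi apparatus, and -2.24 for SLFN11, a gene of the DNA damage response. ASNS, which encodes asparagine synthetase, followed with -2.21, the proteoglycan gene ACAN with -2.20 and KIF20A, a kinesin of cytokinesis, with -2.04. Without probe sets ending in _x_at or _s_at, the log2 fold change was 0.33 for ADAM19, 0.90 for NRP1 and -1.36 for ARL1, and with the mean of all probe sets it was 1.05 for ADAM19, 1.56 for NRP1, -1.21 for OLFML2A and -0.81 for ACAN. All 12 probe sets of HSBP1 and ARL1 fell by more than 2-fold, and whether the shRNA acts on these transcripts could not be tested.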

An overview of the significant differential expressed genes (DEGs) was provided by the associated heatmap (Figure 6A). IPA (Qiagen, USA) was used to identify possible relationships and pathways relevant to the gene expression profile. Compared with shCtrl cells, cells depleted with CCT3 were related to several changes in specific signaling pathways. The pathway analysis showed that CCT3 depletion inhibited cyclins and cell cycle regulation signaling, PPARα/RXRα signaling, RhoGDI signaling, and PPAR signaling (Z-score < 0). 

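Genes of PPAR and RXR signaling changed in both directions in CCT3-KD cells. Lipoprotein lipase (LPL) fell by 1.84 on the log2 scale (standard error 0.15, n = 3 arrays per group, adjusted p = 4.64e-05 from limma), and RXRG, which encodes a retinoid X receptor, fell by 0.93. PDK4, a kinase that restrains glucose oxidation, rose by 0.79 and the nuclear receptor coactivator gene NCOA1 by 0.64. Of 24 measured genes of the PPAR and RXR list, 10 were higher, 3 were lower and 11 did not pass the test, with the same 10 and 3 when adjusted over the list alone. List members were counted at an adjusted p under 0.05 with no fold threshold. Past it, 3855 of all 15243 genes were higher and 3080 were lower. The list as a whole did not pass camera (adjusted p = 0.426, and adjusted p = 0.767 with an estimated correlation). The median log2 fold change of the PPAR and RXR list was 0.09, and with arrays centred on their hybridization controls it was -0.08, with 7 genes higher and 8 lower. With the mean of all probe sets, PDK4 had a log2 fold change of 0.48.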

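Several genes of platelet-derived growth factor (PDGF) signaling rose in CCT3-KD cells, among them PDGFA, which encodes a chain of the growth factor, and SPHK1, the gene of a sphingosine kinase. PDGFA rose by 1.15 on the log2 scale (standard error 0.06, n = 3 arrays per group, adjusted p = 7.12e-06 from limma) and SPHK1 by 1.18 (standard error 0.09). The PDGF list, like the IL-8 and CXCR4 list below, is not the paper's pathway and does not retest its score. JUN is in both and in the list of immediate early genes, so these lists are not independent. Of the 24 genes of the PDGF list measured, 12 were higher, 3 were lower and 9 did not pass the test, and adjusted over the list alone the counts were again 12 and 3. This list passed camera (adjusted p = 0.0192) at a median log2 fold change of 0.16, and had an adjusted p = 0.528 with an estimated correlation. Its median was -0.01, with 8 genes higher and 5 lower, when arrays were centred on their hybridization controls. Among genes that act downstream of the chemokine receptors for IL-8 and CXCL12, the matrix metalloprotease gene MMP2 rose by 0.85, the PI3 kinase subunit gene PIK3R1 by 0.66 and the integrin gene ITGB3 by 0.51. The 7 probe sets of ITGB3 had log2 fold changes of 0.11 to 0.51, and 3 of them passed as higher. Of the 27 genes of the IL-8 and CXCR4 list measured, 12 were higher, 3 were lower and 12 did not pass, with 12 higher and 3 lower adjusted over the list alone. At a median of 0.21, the list did not pass camera (adjusted p = 0.0606, and adjusted p = 0.572 with an estimated correlation). It passed after quantile normalization (adjusted p = 0.0479), with an intensity trend (adjusted p = 0.0449), with the mean of all probe sets (adjusted p = 0.0290), centred on hybridization controls (median 0.03, 9 genes higher and 7 lower, adjusted p = 0.0488), without NC replicate 1 (median 0.18, adjusted p = 0.0480) and without CCT3-KD replicate 2 (median 0.15, adjusted p = 0.0301), and its highest adjusted p was 0.572 over 16 alternatives with camera.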

CCT3 knockdown also activated several signaling pathways, including platelet-derived growth factor signaling pathways, IL-8 signaling, and CXCR4 signaling (Z-score>0, Figure 6B). These pathways are important in cancer cell growth, apoptosis, and survival. Among them, cyclins and cell cycle regulation signaling pathways were significantly inhibited in the CCT3-KD A375 cells compared with the control cells (Z-score > 2.5). 

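Genes of the cyclins, CDKs and their inhibitors were split in CCT3-KD cells. This list holds drivers and inhibitors of the cell cycle, so its counts and median do not give the direction of the pathway. Of 38 measured, 18 fell, 11 rose and 9 did not pass the test, with the same 18 and 11 when adjusted over the list alone, and the largest change of the list was the rise of CDKN1C, which encodes the CDK inhibitor p57, by 2.25 on the log2 scale (standard error 0.06, n = 3 arrays per group). Genes of mitosis moved together: of 37 measured genes of mitotic kinases and polo-like kinase targets, 35 fell, 0 rose and 2 did not pass, and 35 fell and 1 rose when adjusted over the list alone. SPC25, a kinetochore subunit gene, fell by 2.01 (standard error 0.12), and the spindle genes DLGAP5 and ASPM fell by 1.96 and 1.93. In the SCF ubiquitin ligase, which marks cell cycle proteins for degradation, 4 of 9 measured genes fell, 2 rose and 3 did not pass, with the same 4 and 2 adjusted over the list alone. CCNF, the gene of cyclin F, fell by 1.76 and CKS1B, a cofactor of SKP2, by 1.12. The cyclins list had a median log2 fold change of -0.21 and passed camera (adjusted p = 0.0142), with an adjusted p = 0.647 with an estimated correlation. The mitotic list had a median of -1.44 and passed camera (adjusted p = 1.54e-23), with an adjusted p = 0.251 with an estimated correlation, while the SCF list did not pass (median -0.12, adjusted p = 0.0784, and adjusted p = 0.523 with an estimated correlation) and had a median of 0.0029 without _x_at and _s_at probe sets. The SCF list passed with an intensity trend (adjusted p = 0.0403), and its median was -0.29, with 1 gene higher and 6 lower, when centred on hybridization controls. In all, 19 of the 38 lists passed camera, among them the TRiC list only while it held CCT3 itself, and 0 passed with an estimated correlation. Another split of the 6 arrays, which mixes both groups and so is not free of their difference, gave 14. The call on the cyclins list also ended on ranks (adjusted p = 0.0618), with only probe sets above the median level (adjusted p = 0.0963) and with arrays centred on their hybridization controls (median -0.38, adjusted p = 0.146), within a range of 0.0061 to 0.647 over 16 alternatives with camera.

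**Figure D2:**
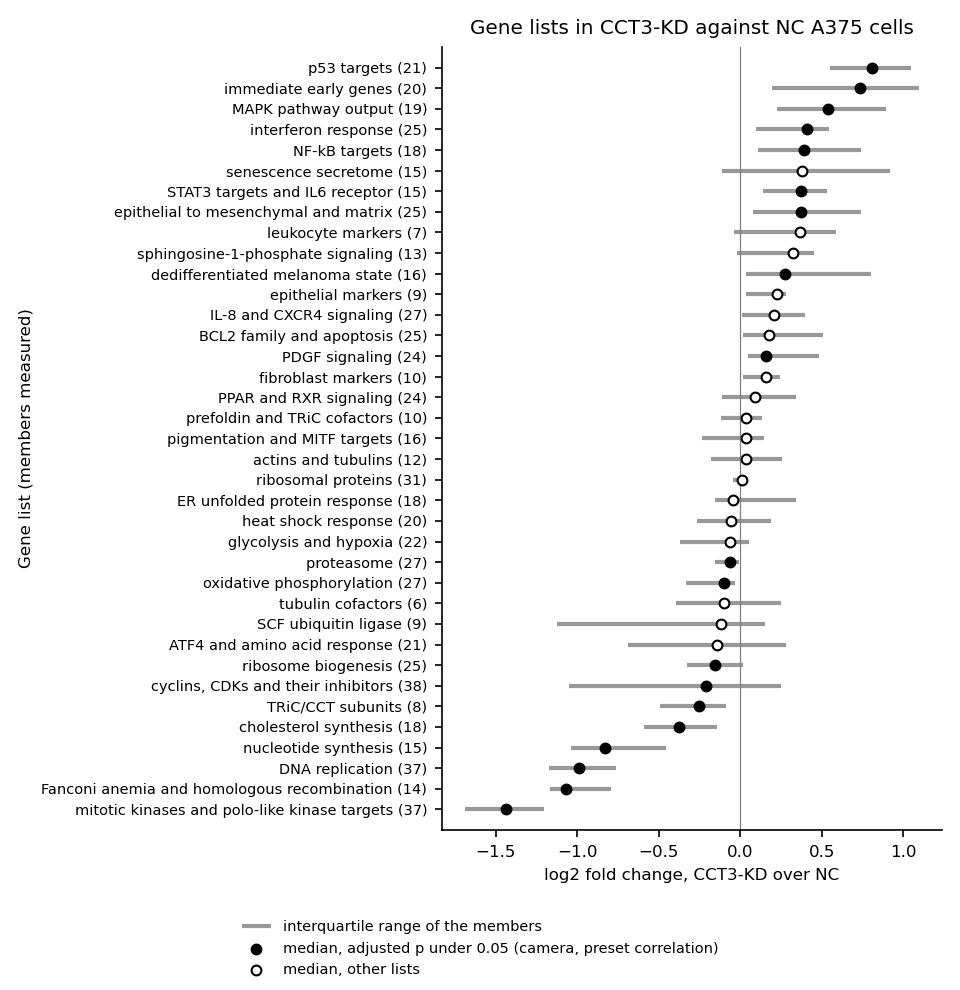
Median log2 fold change (CCT3-KD over NC) of gene lists, with a bar for the interquartile range of its members and the number measured in brackets. Filled points passed camera at the preset correlation, and the mitotic list lies lowest, at -1.44.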

The detailed gene alterations are shown in Figure 6C.

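Among the genes drawn in the cyclins and cell cycle regulation pathway of Figure 6C, the cyclins of S phase and mitosis fell in CCT3-KD cells and a cyclin of G1 phase rose. CCNB2 and CCNB1, which encode the B-type cyclins that pair with CDK1, fell by 1.86 (standard error 0.08, n = 3 arrays per group) and 1.63 (standard error 0.06) on the log2 scale. CCNA2, the cyclin A gene of S phase and G2 phase, fell by 1.43, and E2F1, a transcription factor that drives entry into S phase, fell by 1.58 (standard error 0.12). CCND1, which encodes cyclin D1 of G1 phase, rose by 1.22, and CDKN1A, which encodes the CDK inhibitor p21, rose by 1.52 (standard error 0.06). The adjusted p of these genes ran from 1.59e-06 for CCNB1 to 3.64e-05 for E2F1 (limma). The 4 probe sets of CCND1 had log2 fold changes of 1.22 to 1.38.

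**Figure D3:**
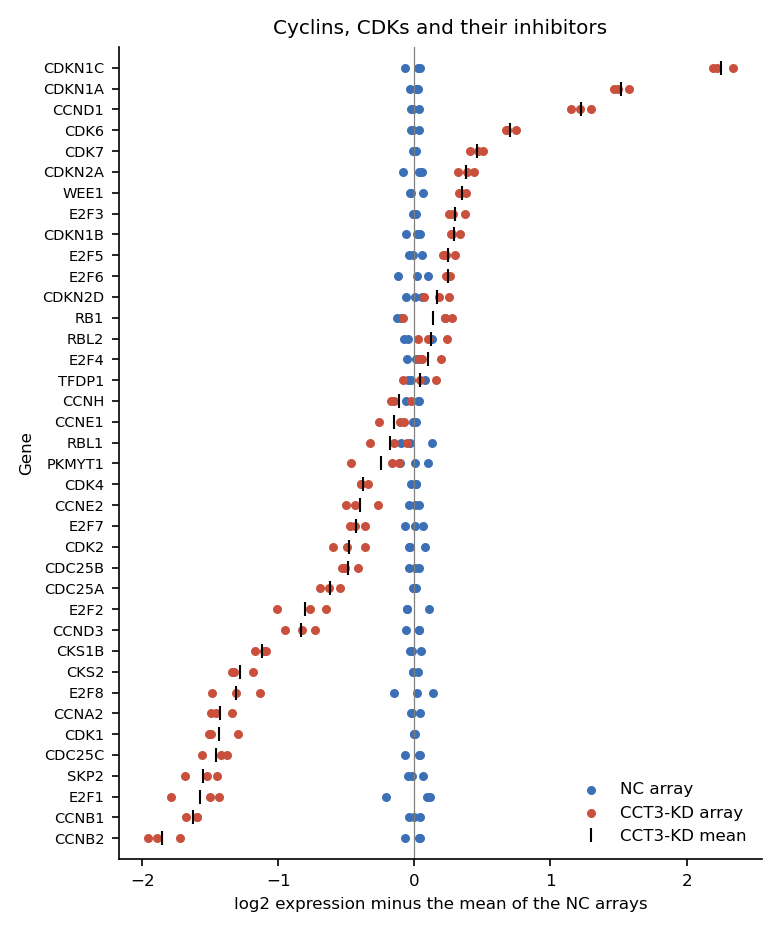
Log2 value of each measured gene of the cyclins, CDKs and their inhibitors on each array, minus the mean of the NC arrays, with NC in blue, CCT3-KD in red and the CCT3-KD mean as a black line. CDKN1C, CDKN1A and CCND1 lie highest and CCNB2, CCNB1 and E2F1 lowest.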

### Overexpression of CDK1 partially rescued the diminished proliferation abilities caused by CCT3 knockdown

An enrichment analysis of microarray data and the knowledge-based interaction network analysis were performed to identify the specific potential targets of CCT3 related to the cyclins and cell cycle regulation (Figure 6D). A total of 32 genes correlated with cyclins and cell cycle regulation were further investigated. 

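On the arrays, 30 genes of the cyclins and cell cycle regulation network drawn in Figure 6D were analysed here, and 18 fell and 12 rose in CCT3-KD cells at an adjusted p under 0.05 (limma). The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. TGFBR2, which encodes a TGF-beta receptor, rose by 1.84 on the log2 scale (standard error 0.05, n = 3 arrays per group). EGR1, an immediate early transcription factor gene, rose by 1.09 (standard error 0.07), the MAP kinase kinase kinase gene MAP3K1 by 1.08 (standard error 0.06) and THBS1, which encodes the matrix glycoprotein thrombospondin 1, by 0.76 (standard error 0.06). Across probe sets, TGFBR2 had 0.67 to 1.84, EGR1 0.17 to 1.36, MAP3K1 1.01 to 1.08 and THBS1 0.16 to 1.09. JUN rose by 1.79, the fibronectin gene FN1 by 1.64, TSC22D1 by 1.59, the chaperone gene HSPB8 by 1.26, FBXW7, an SCF substrate receptor gene, by 1.15, ZFP36 by 1.11 and TANK by 0.94. Among the genes that fell, the log2 fold changes were -1.91 for CDC20, an activator of the anaphase-promoting complex, -1.49 for FGF2, -1.38 for MKI67, -1.35 for PLK1 and -1.30 for both CDC45, of the replicative helicase, and MYBL2. They were -1.21 for UBE2C, -1.19 for the survivin gene BIRC5, -1.10 for OBSL1, -0.93 for CDC6, which licenses replication origins, and -0.70 for STMN1. HMGB1, a chromatin protein gene, had -0.43 (standard error 0.13, adjusted p = 0.0342) and did not pass without NC replicate 2 (-0.35), NC replicate 3 (-0.42), CCT3-KD replicate 1 (-0.30) or CCT3-KD replicate 2 (-0.42), with adjusted p from 9.58e-06 to 0.133 over its 15 alternatives. Without _x_at and _s_at probe sets HMGB1 had -1.05 and TSC22D1 0.46, and with the mean of all probe sets FGF2 had -0.69 and CDC20 -1.22. Of the 30 genes, 14 fell and 9 rose by more than 2-fold.

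**Figure D4:**
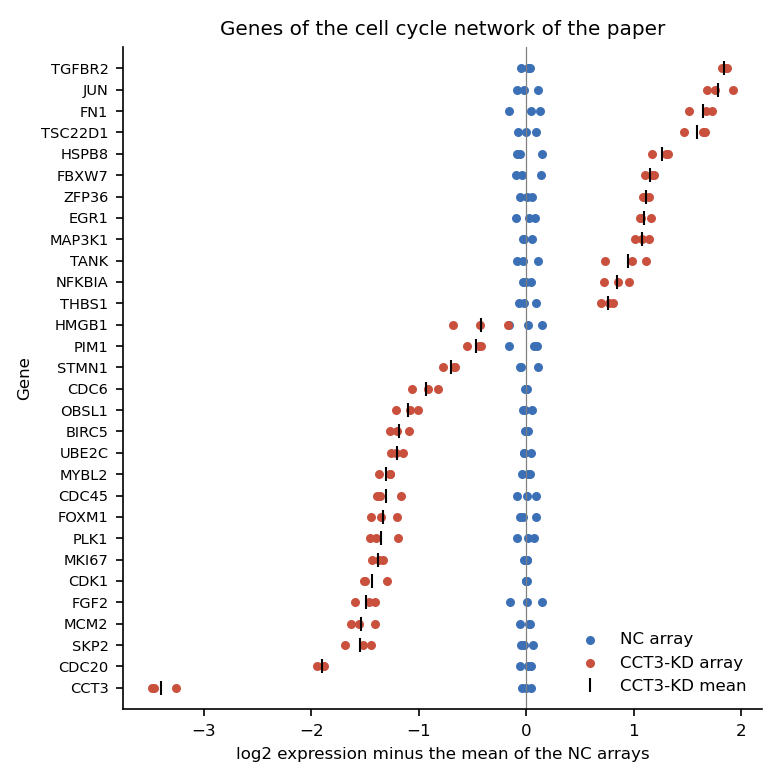
Log2 value of each network gene on each array, minus the mean of its NC arrays, with NC in blue, CCT3-KD in red and the CCT3-KD mean as a black line. From the highest to the lowest, 12 genes lie above the NC mean and 18 below it, with TGFBR2 at the top and CCT3 at the bottom.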

After CCT3 depletion, the changes of gene expression were identified by qRT-PCR, and results were consistent with the microarray data except for the EGR1, MAP3K1, THBS1, and TGFBR2 genes (Figures S1-3 in Supplementary Material). Figure 7A displays the differential expression of 14 out of 32 genes, including 12 downregulated genes and 2 upregulated genes. From the 14 genes, six classical and significantly altered genes, including CDK1, FOXM1, MCM2, NFKBIA, PIM1, and SKP2 genes, were screened to further confirm the results of microarray analysis. 

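At the RNA level, 5 of these 6 genes fell in CCT3-KD cells and NFKBIA rose. SKP2, which encodes the SCF subunit that targets CDK inhibitors for degradation, went from a log2 value of 7.55 ± 0.06 (SD, n = 3 arrays) in NC to 5.99 ± 0.12 (SD, n = 3 arrays), and MCM2, a subunit gene of the replicative helicase, from 9.86 ± 0.05 to 8.32 ± 0.11. FOXM1, a transcription factor gene of the G2/M program, went from 8.03 ± 0.08 to 6.69 ± 0.12. These differences are log2 fold changes of -1.55 for SKP2, -1.53 for MCM2 and -1.33 for FOXM1, with adjusted p of 5.39e-06, 4.97e-06 and 1.21e-05 from limma. The serine/threonine kinase gene PIM1 had a log2 fold change of -0.47 (standard error 0.08, adjusted p = 0.00252), and its 3 probe sets had log2 fold changes of -1.11 to -0.47. With the mean of all its probe sets, SKP2 had -0.96. NFKBIA, which encodes an inhibitor of NF-kB, rose by 0.84 (standard error 0.07, adjusted p = 6.26e-05), with all 3 of its probe sets higher.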

The western blotting demonstrated that the expression levels of CDK1, FOXM1, MCM2, PIM1, and SKP2 genes in the CCT3-KD cells were significantly lower than those in the shCtrl cells (all *P* < 0.05). However, no statistical difference was found in NFKBIA (*P* > 0.05, Figure 7B, C).

CDK1, the classical DEG in the cell cycle regulation pathway, was identified for further study to determine the importance of the CDK family in regulating the cell cycle. 

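CDK1, the kinase that drives cells into mitosis, was 2.70-fold lower in CCT3-KD cells. Its log2 value was 10.29 ± 0.0047 (SD, n = 3 arrays) in NC and 8.85 ± 0.12 (SD, n = 3 arrays) in CCT3-KD, where the arrays read 8.78, 8.99 and 8.79. The log2 fold change was -1.43 (standard error 0.07, adjusted p = 5.52e-06 from limma), and that of its other probe set was -1.65 (adjusted p = 9.37e-07 over all probe sets). CDK2, a kinase of S phase, fell by 0.48 (standard error 0.08), and CDK6, which acts in G1 phase, rose by 0.70 (standard error 0.05). The CDK1 value lay between -1.65 and -1.40 under the 15 alternatives tried, which include each array left out in turn. The fall of CDK1 was close to the median of the mitotic list (-1.44, with 35 of 37 genes lower), so it did not stand apart from genes of mitosis. The paper proposes CDK1 as a possible effector downstream of CCT3. It draws on the fall of CDK1 RNA and protein after knockdown and on a rescue of proliferation by CDK1 overexpression.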

In A375 cells, the expression level of CDK1 was significantly decreased after CCT3 knockdown, which may be suggested as a potential downstream effector of CCT3 in tumorigenesis. To confirm the causal relationship between CCT3 and its downstream targets, the functional rescue experiments were performed by treating A375 cells with shCCT3 vector alone or together with the CDK1 overexpression vector. As shown in Figure 7D, the PCR results indicated that the expression of CDK1 mRNA was successfully rescued after shCCT3 melanoma cells were infected with a CDK1 overexpression lentivirus vector. The treated cells were then subjected to proliferation assays. MTT assay also showed that decreased cell proliferation due to CCT3 silencing was rescued by CDK1 overexpression (*P* < 0.001, Figure 7E), suggesting that CDK1 may serve as a downstream effect of CCT3 on tumor cell growth in melanoma.

## Discussion

The role of molecular chaperones in the initiation and progression of cancer has been widely researched. CCT/TRiC consists of a double-ring structure, and each ring contains eight different subunits 17,30. Each subunit contributes to the complete folding of the protein and cytoskeletal components 27,30,31. CCT3, an important member of the CCT family, shares a similarity insignificant sequence with other members of the CCT family of chaperone proteins and has conserved domains similar to other distant chaperone proteins 31, 32. Previous studies have shown that many solid tumors and malignant blood diseases overexpress molecular chaperones which are regarded as a potential therapeutic target for cancer treatment 13,33,34. However, none of the former studies has discussed the tumor-inhibiting functions of CCT3 silencing in melanoma.

In this report, our study presented the first report on the tumor-promoting effect of CCT3 in melanoma cells. we demonstrated CCT3 was highly expressed in melanoma specimens compared with adjacent tissues, and the level of CCT3 is correlated with the clinical stage in melanoma patients. Knockdown of CCT3 expression in the melanoma cells suppresses cell proliferation and cell cycle progression and promote apoptosis. These findings were similar to the results of several published investigations 13,18,26,35. Subsequently, The investigation of nude mouse xenograft models strongly supported that the knockdown of CCT3 significantly suppressed tumor growth. Therefore, our results indicated that CCT3 knockdown can significantly inhibit the development of melanoma. However, the potential molecular mechanisms that regulate melanoma progression have been rarely explored.

The possible mechanism may have been elucidated that CCT3 regulates the function of HCC cells. Kasembeli et al. showed that the eukaryotic chaperonin TRiC/CCT biological activity was promoted by STAT3 in vitro and in vivo 20. Hou et al. found that the mRNA expression of CCT3 in HCC is negatively correlated with DNA methylation 31. Cui et al. showed that CCT3 knockdown may suppress the IL6/STAT3 signaling pathway 18. In the present study, exploring the potential mechanism by which CCT3 may be involved in melanoma was attempted through IPA analysis. The results indicate that the cell cycle regulation is the most important pathway related to CCT3. The occurrence and development of HCC have a close relationship with the cell cycle changes and molecular drug intervention in the cell cycle 36-38. The expression profile analysis of CCT3-related genes enriched in the cell cycle signaling pathways revealed five genes that were most relevant to CCT3: *CDK1, FOXM1, MCM2, PIM1,* and* SKP2*. CDK family is important in the tumor cell cycle and tumor proliferation. It has been reported that CCT family and CDK family are closely related. Li et al. reported that CCT3 knockdown is associated with the upregulation of CDK2 and CDK6 13. Huang et al. revealed that CCT8 knockdown dramatically reduces the level of CDK2 in HCC cells 39. CDK1 is highly expressed in HCC cells and activates the cell cycle pathway to promote tumor cell proliferation 40. In our study, the expression of CDK1 was downregulated in shCCT3 melanoma cells. Therefore, we chose classical CDK1 to study its relationship with CCT3. Both qRT-PCR and Western blotting were indicated that CCT3 knockdown significantly decreased CDK1 expression. The reciprocal experiment also showed that the decreased cell proliferation by CCT3 knockdown was rescued by the overexpression of CDK1. Then, these results may imply that CCT3 silencing regulates the expression of CDK1, and affects the process of the cell cycle, resulting in the inhibition of proliferation of melanoma cells. CDK1 can serve as a potential downstream target of CCT3 in melanoma. However, only CDK1 was selected for this research, whether the other four genes in WB verification were functionally regulated by CCT3 in melanoma cells needs further and in-depth study.

In conclusion, our data demonstrated that CCT3 plays an important role in the development and progression of melanoma. The tumor-inhibiting functions of CCT3 silencing in melanoma were associated with CDK1 downregulation in the cell cycle signaling pathway, which might provide novel markers and targets for melanoma diagnosis and treatment.

## Supplementary Material

Supplementary figures.

## Figures and Tables

**Figure 1:**
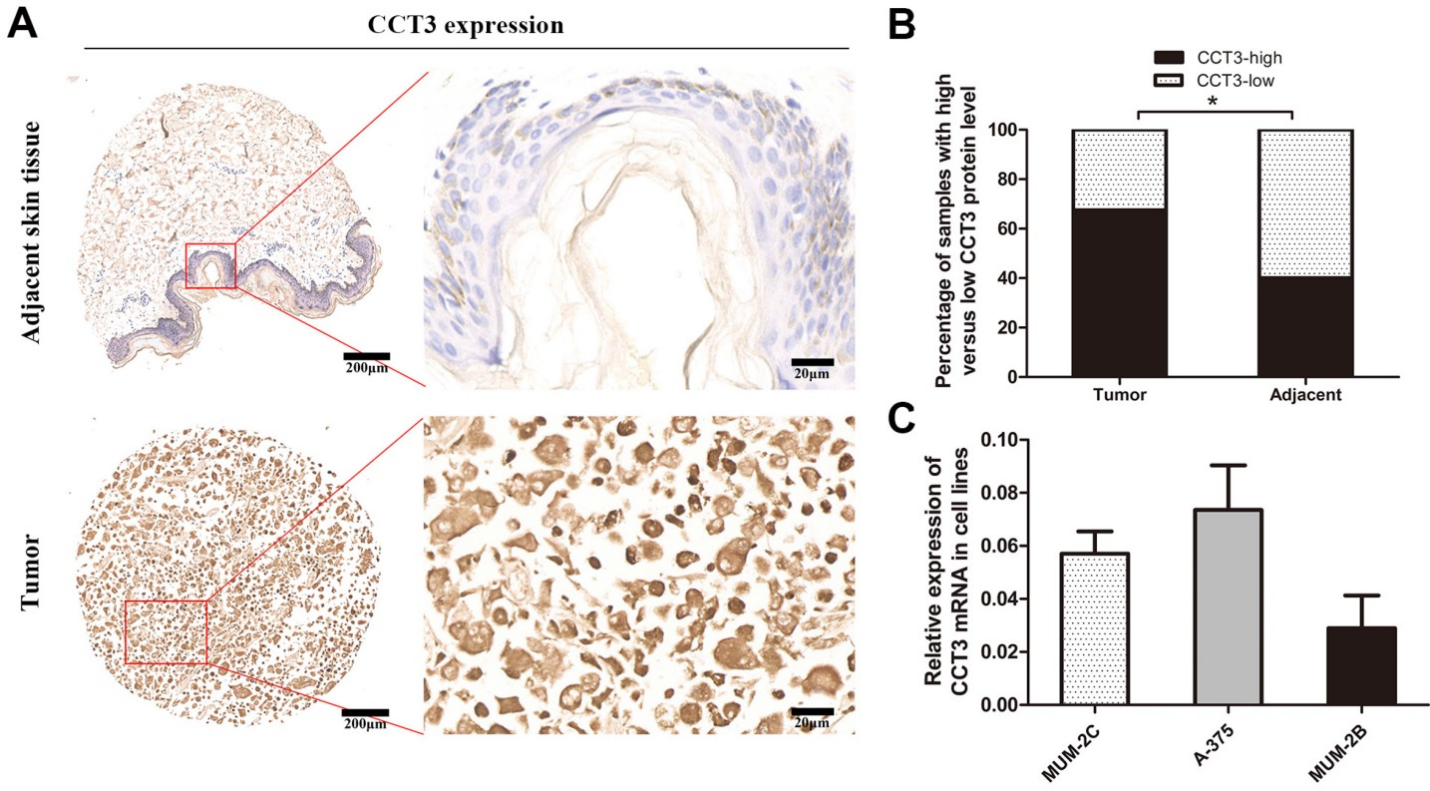
** CCT3 expression in melanoma TMAs and cell lines**. (A) Representative immunohistochemistry images of CCT3 protein expression in melanoma and adjacent non-neoplastic tissues at 40× and 400× magnifications (Scale bar: 20 *μm*)*.* Higher expression of CCT3 was observed in the cytoplasm and certain nuclei of melanoma cells compared with that of the adjacent counterparts. (B) Stacked bars indicating the percentages of melanoma samples with high and low CCT3 expression levels relative to the total number of tissues (χ^2^ test, ^*^P < 0.05). (C) Three melanoma cell lines with CCT3 mRNA expression as detected by qPCR. The 2^-ΔΔCt^ value indicates the relative expression of CCT3 in A375, MUM-2B and MUM-2C cells.

**Figure 2:**
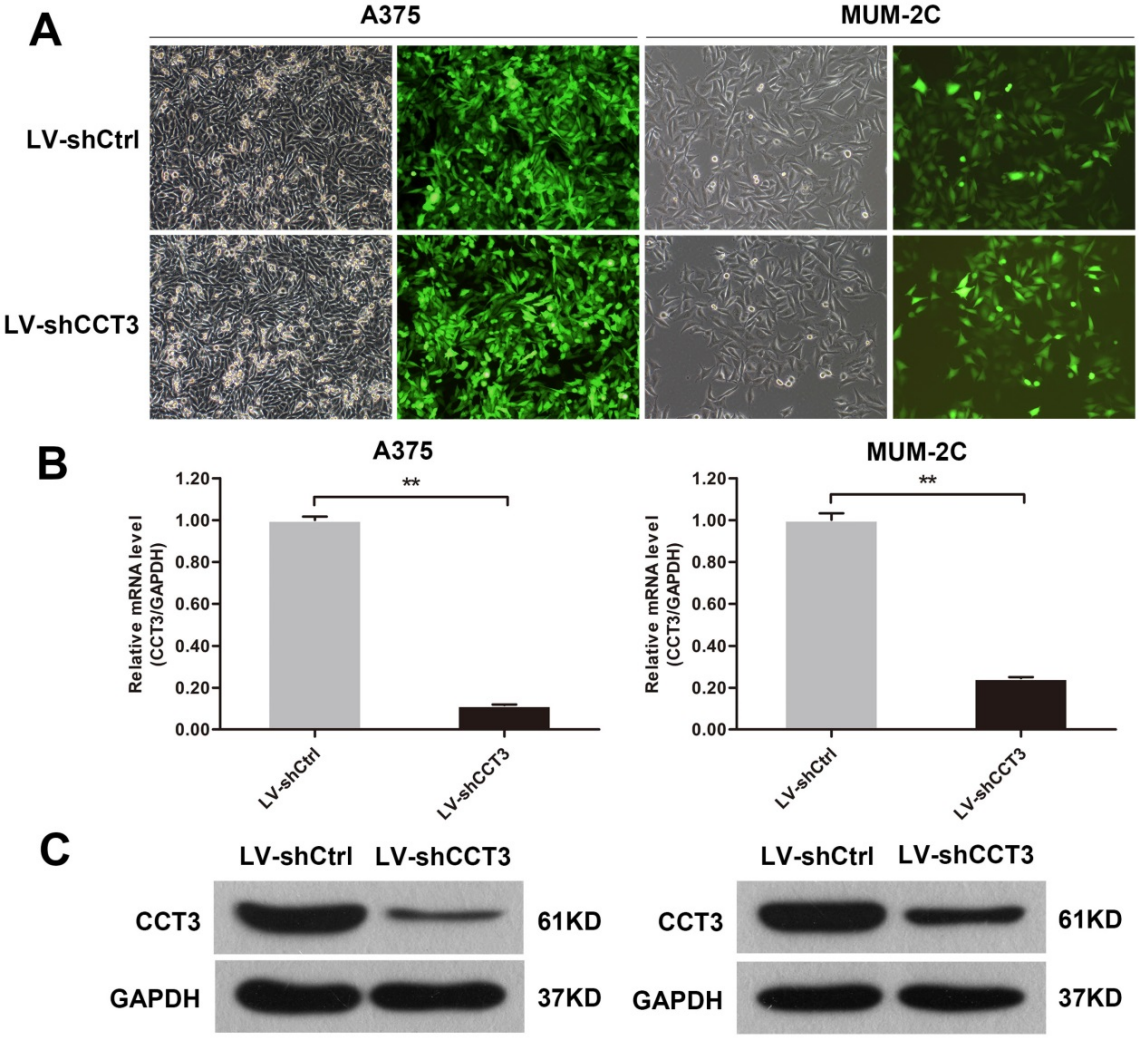
** Construction of the CCT3 knockdown melanoma cell model**. (A) Infection efficiency determined by light and fluorescence microscopy at 72 h following lentiviral infection in A375 and MUM-2C cells. Representative images of the cultures are shown (original magnification, 200×). (B) CCT3 mRNA levels in A375 and MUM-2C cells after shCCT3 lentivirus infection measured by qRT-PCR. Data are presented as mean ± SD (*n* = 3). ^**^P < 0.01, shCtrl vs. shCCT3. (C) CCT3 protein expression in the shCCT3 lentivirus-infected A375 and MUM-2C cells analyzed by Western blotting. GAPDH was used as internal control.

**Figure 3:**
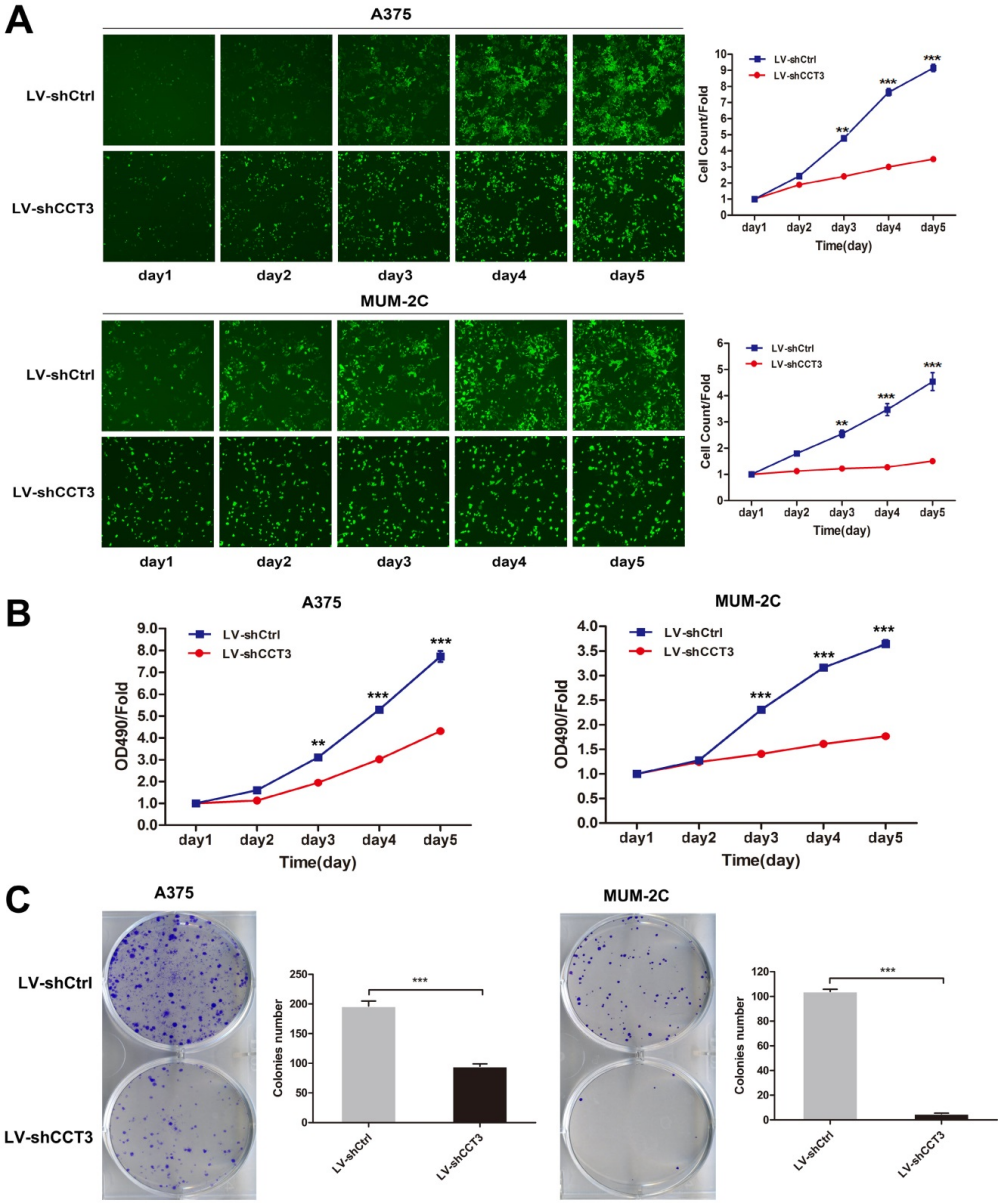
** Effect of CCT3 knockdown on the proliferation of melanoma cells**. (A) The infected cells expressing GFP imaged and counted using the Cellomics ArrayScan High Content Screening (HCS) Reader once a day for five days. The cell growth curves in shCtrl- and shCCT3-infected A375 and MUM-2C cells are shown. (B) The cell proliferation of A375 and MUM-2C cells with and without CCT3 knockdown evaluated by MTT assay. (C) Colony formation evaluated in A375 and MUM-2C cells with and without CCT3 knockdown. Data are expressed as mean ± SD (*n*=3), shCtrl vs. shCCT3, ^*^P < 0.05, ^**^ P < 0.01, ^***^ P < 0.001.

**Figure 4:**
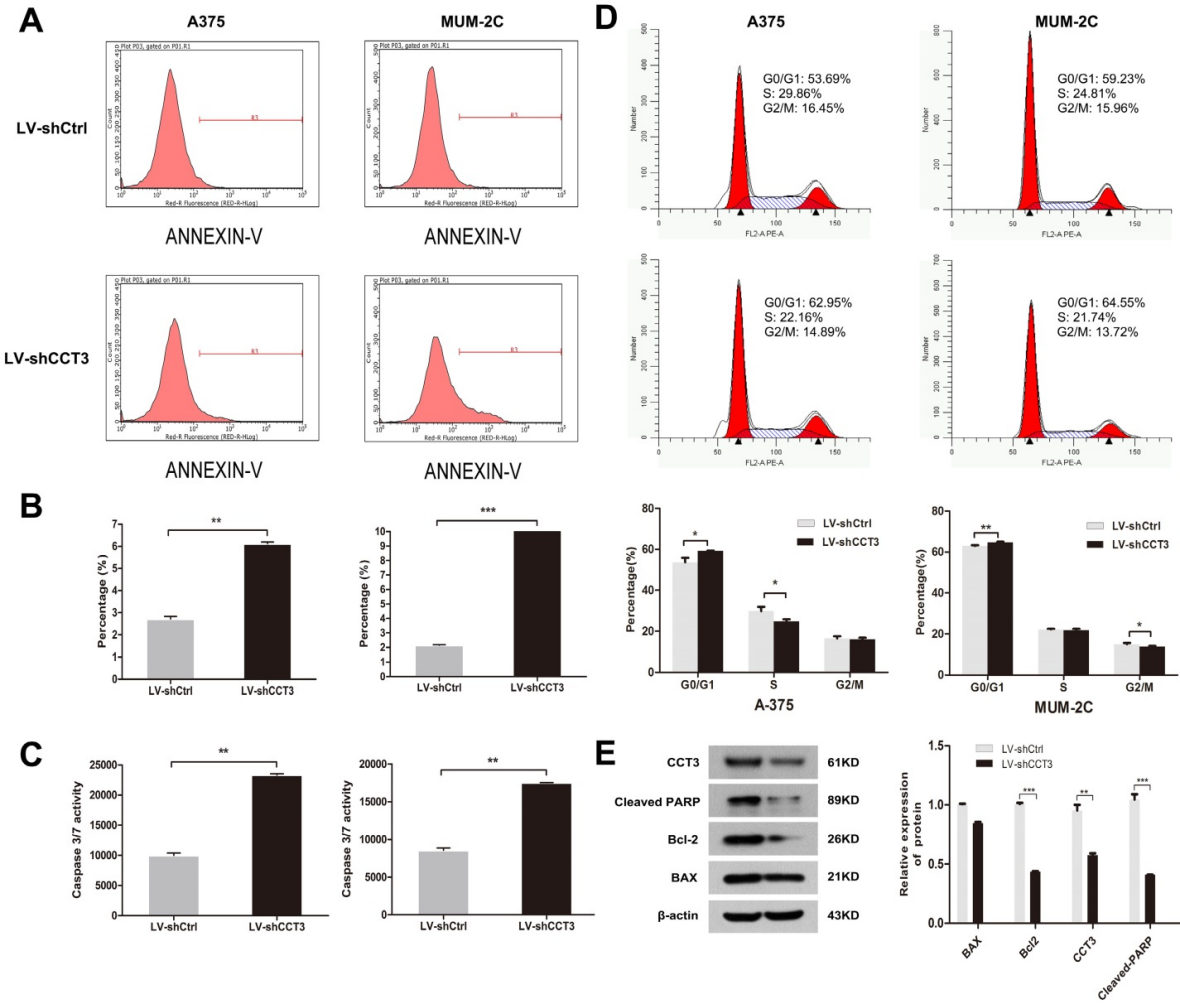
** CCT3 knockdown induces the cell apoptosis of melanoma cells and influences the distribution of cell cycle**. (A) Flow cytometry analysis based on the annexin V-APC staining for the detection of the percentage of early apoptotic cells in A375 and MUM-2C cells. Region R3 spans the fluorescence density of apoptotic cells. Representative images for each group are shown. (B) Quantification of early apoptotic cells in A375 and MUM-2C cells. (C) Activities of caspase 3/7 of A375 and MUM-2C cells with and without CCT3 knockdown detected using the caspase 3/7 activity assay. (D) Flow cytometry analysis of cell cycle distribution in A375 and MUM-2C cell lines. Representative images for each group are shown. (E) The expression levels of some downstream apoptosis markers in A375 cells by western blot. Band density was normalized to β-actin. Data are expressed as mean ± SD (*n*=3), shCtrl vs. shCCT3, ^*^P < 0.05, ^**^ P < 0.01, ^***^ P < 0.001.

**Figure 5:**
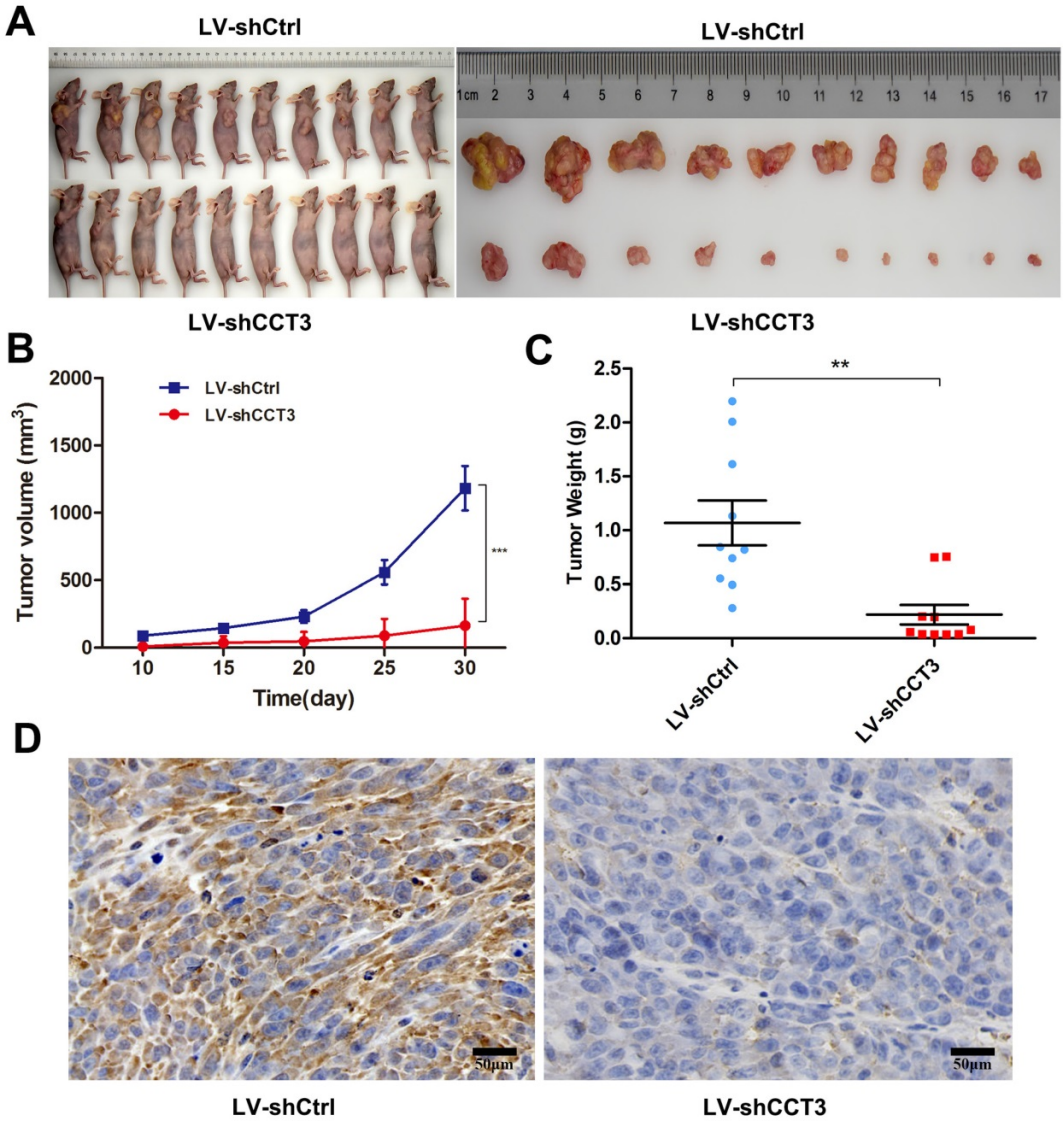
** CCT3 expression knockdown attenuated the tumorigenicity of A375 cells in vivo**. (A) Nude mice subcutaneously inoculated with A375-LV-shCCT3 and control cells to test their proliferative ability in vivo. Tumor images resected from mice in shCCT3 and shCtrl group. Average volume (B) and weight (C) of the subcutaneous xenografts in shCtrl and shCCT3 groups. (D) Immunohistochemistry results showing the expression of CCT3 in paraffin-embedded xenograft tissues (original magnification, 200×; Scale bar: 50 *μm*). Data are expressed as mean ± SEM. ^*^P < 0.05, ^**^P < 0.01, compared with shCtrl group.

**Figure 6:**
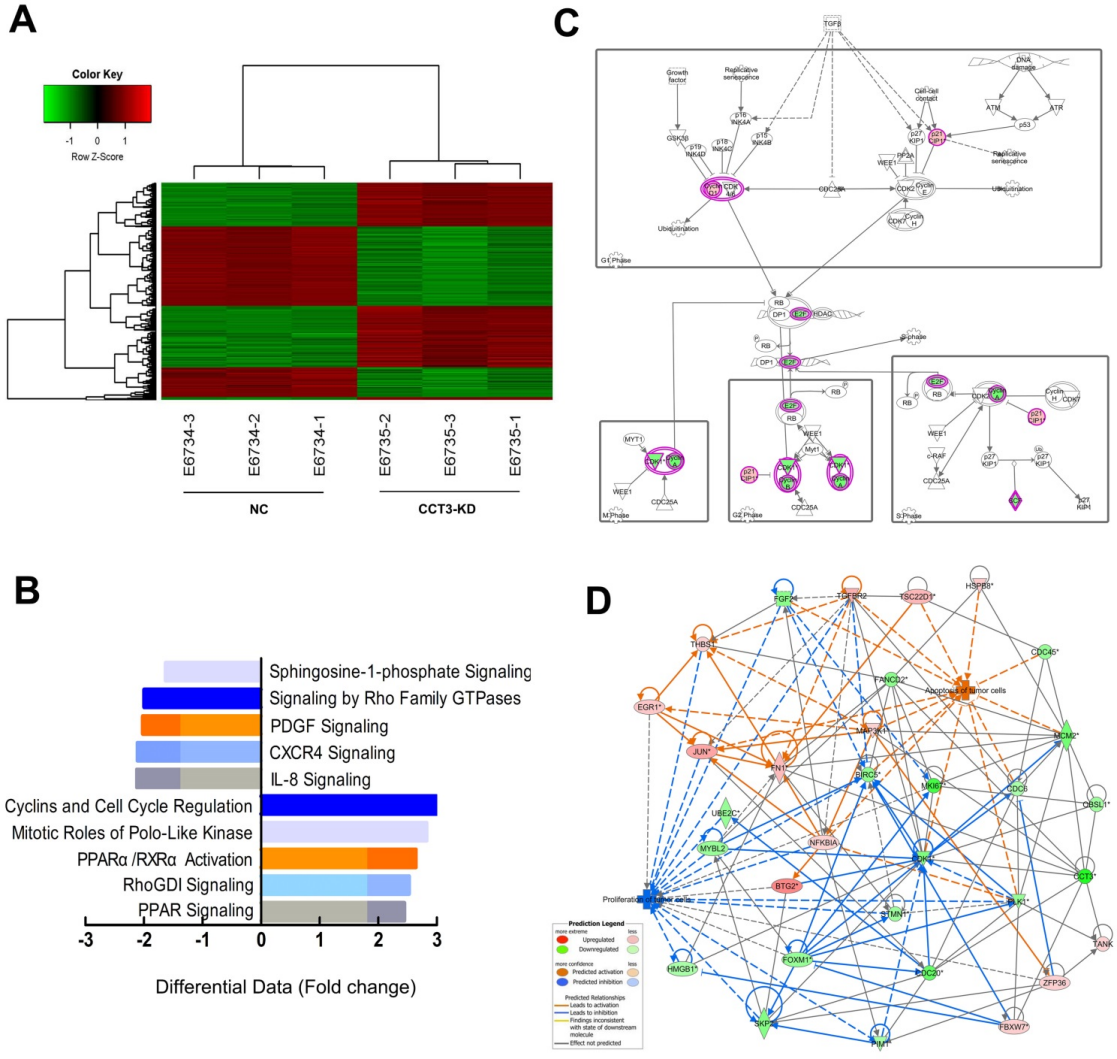
** Global changes in melanoma cells transcriptome following the knockdown (KD) of CCT3**. (A) Hierarchical cluster analysis of differentially expressed genes with fold change of > 2.0. Row and column represent gene and experimental cells, respectively. Upregulated and downregulated genes are shown in red and green, respectively. (B) Signaling enrichment analysis of CCT3-downregulated classical signaling pathways based on IPA. Differential data are presented as z-scores (based on Fold change). (C) The expression trends of molecules in cyclins and cell cycle regulation pathway (based on IPA). Red and green represent upregulated and downregulated genes, respectively. (D) Knowledge-based interaction network of CCT3 targets after comparing the CCT3-KD and the shCtrl cells. The network was built on the basis of the CCT3 interactome of microarray data with a 1.5-fold change cutoff. The intensity of the node color indicates the degree of upregulation (red) or downregulation (green). Light colors represent less significant *p* values.

**Figure 7:**
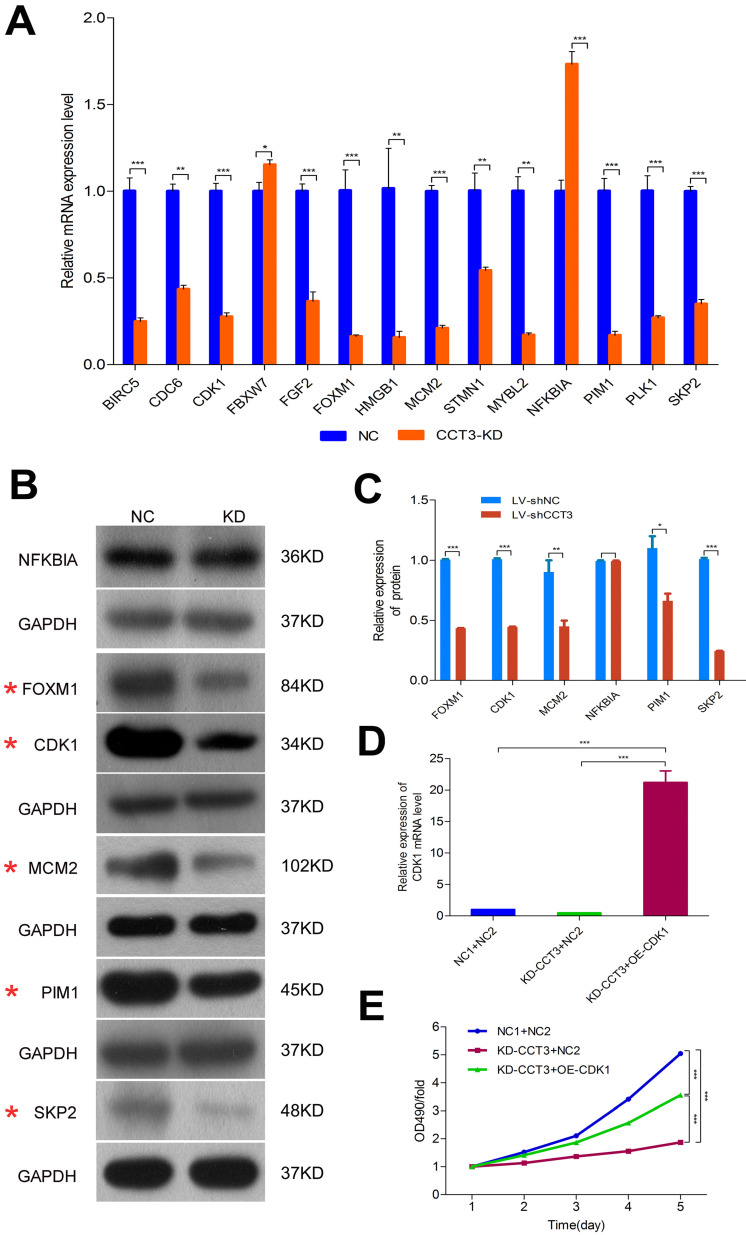
** The validation results and changes of cell cycle signal molecules after CCT3 silencing in melanoma cells**. (A) qRT-PCR showed the upregulation of 12 genes and downregulation of two genes in CCT3-KD A375 cells. (*t* test, *P* < 0.01 for all genes). (B) and (C). Western blotting analysis showed decreased levels of CDK1, FOXM1, MCM2, PIM1, and SKP2 genes and no statistical difference for NFKBIA in CCT3-KD A375 cells. (D). RT-qPCR results indicated that the expression of CDK1 mRNA was successfully rescued after shCCT3 melanoma cells were infected with CDK1 overexpression lentivirus vector (OE-CDK1). (E) MTT assay showed that decreased cell proliferation by CCT3 silencing was rescued by the overexpression of CDK1. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, compared with the shCtrl cells.

**Table 1:** Correlation between CCT3 expression and clinicopathological characteristics of patients with melanoma

Characteristics	Number of Patients		P value
	Low CCT3 expression (n)	High CCT3 expression (n)	
Age (years)			
< 60	7	11	0.435
≥ 60	6	16	
Sex			
Male	5	9	0.750
Female	8	18	
Invasion			
T0-T2	8	13	0.427
T3-T4	5	14	
Lymph nodes metastasis			
No	7	10	0.314
Yes	6	17	
Clinical stage			
I-II	8	7	0.029
III-IV	5	20	
Distant metastasis			
No	9	12	0.142
Yes	4	15	

Note: A chi-square test was used for comparing groups between low and highCCT3 expression. * p < 0.05 was considered significant.

## Abbreviations

CCT3: Chaperonin-containing TCP-1 subunit 3
CDK1: Cyclin-dependent kinase 1
GEO: Gene Expression Omnibus
GFP: Green fluorescent protein
HCS: High‑content screening
HCC: Hepatocellular carcinoma
IHC: Immunohistochemistry
RT-qPCR: Quantitative real time PCR
STAT3: Signal transducer and activator of transcription 3
TMA: Tissue microarray

# Supplementary material for: Suppression of CCT3 inhibits melanoma cell proliferation by downregulating CDK1 expression
**Source:** J Cancer. 2022 Mar 28;13(6):1958–71. doi: 10.7150/jca.69497

Supplementary materials: A total of 32 genes correlated with cyclins and cell cycle regulation were further investigated (Figures S1-3).

Figures S1

A

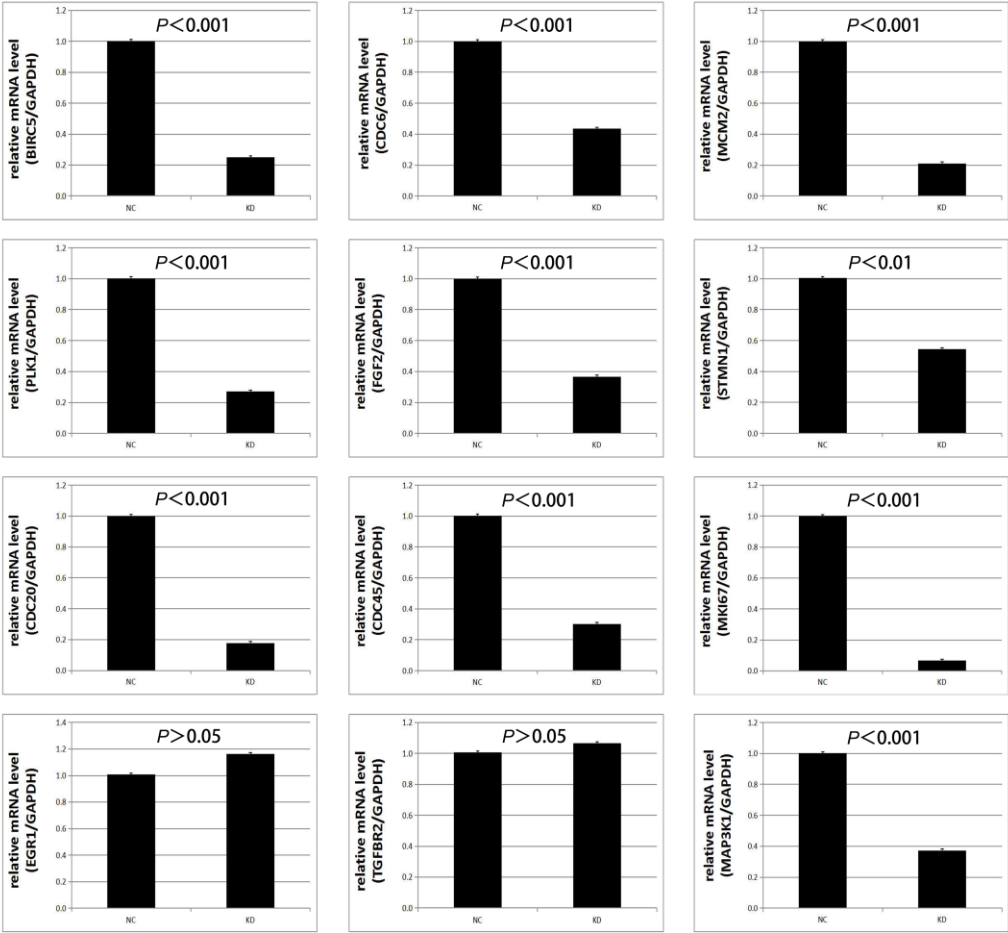

Figures S2

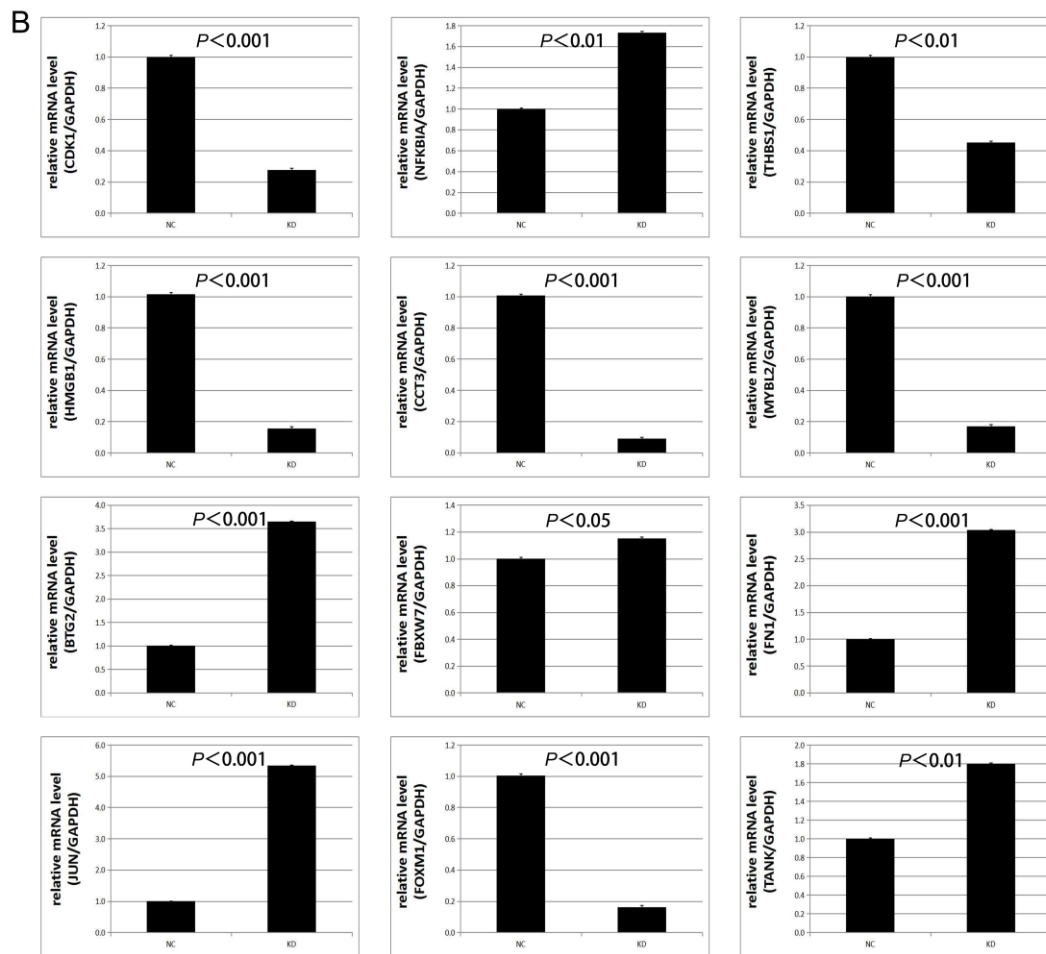

Figures S3

C

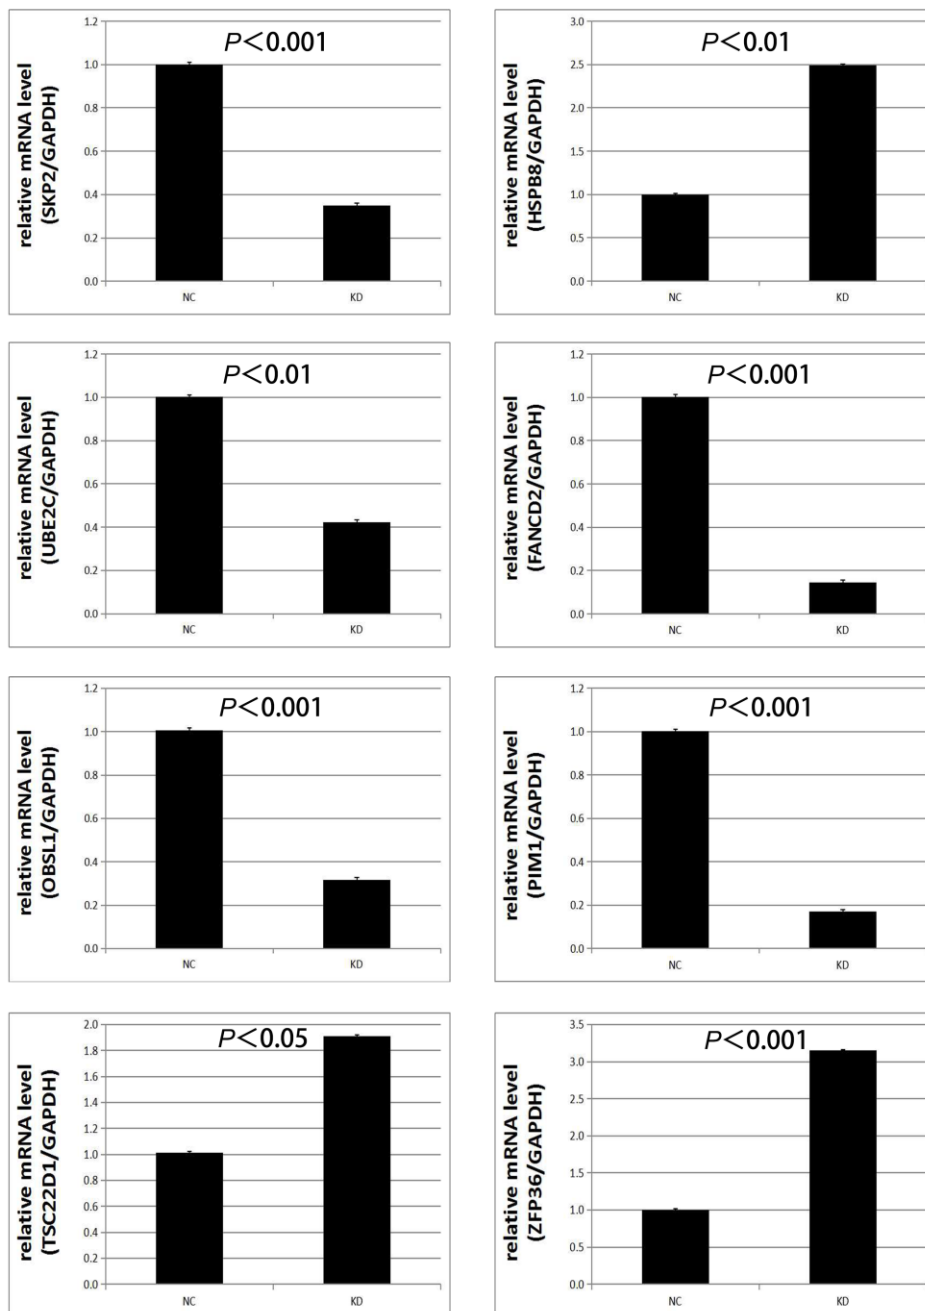

**Supplement:** Supplementary file 1 — Supplementary figures.

How the deposited data were processed for this re-analysis (not part of the article)

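The deposited table holds 1 value per probe set of the PrimeView Human Gene Expression Array for 6 arrays of A375 cells, 3 of the NC group and 3 of the CCT3-KD group, matched to their groups by the sample labels. The authors' processing is the one described beside the array experiment, in GeneSpring GX with steps that the paper's text does not name, and the values were used on their log2 scale as deposited. The table holds 39233 probe sets, of which 72 control probe sets were set aside. Gene symbols came from the annotation supplied for the array: 35897 probe sets carried 1 symbol, 1442 carried several and 1822 carried none, and the last 2 kinds were left out of the gene table. Of the 15243 genes, 9306 had more than 1 probe set, and the probe set with the highest mean over all arrays stood for the gene. Older symbols were looked up in the reference annotation, which changed 0 symbols. No coordinates were used, since the deposited table names no genome build.

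Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, a moderated test and not a t-test), and p-values were adjusted by Benjamini-Hochberg over all genes. Changed genes had an adjusted p under 0.05 and a fold change above 1.5, as in the paper's methods, and probe sets were also counted at an unadjusted p under 0.05 and a fold change above 2, as in the paper's results. The 38 gene lists hold 782 genes, of which 696 were measured, and were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg over the lists. For each list, members past an adjusted p under 0.05 were counted with p adjusted over all genes and again adjusted over the list alone. No fold threshold was applied to these counts. Over all 15243 genes, 3855 were higher and 3080 lower in this way, so a list can hold many such members without standing out. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3.

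The genes named in the text were chosen from 182 that a rule selected: genes that the paper names for the array, RT-qPCR or Western blots or labels in Figures 6C, 6D, 7A and S1-S3, the 10 genes with the largest rise and the 10 with the largest fall among those with all CCT3-KD arrays on 1 side of all NC arrays, up to 4 members of each list with the largest change past the test, or 2 where none passed, and the TRiC subunits. The directions of the paper's genes in its RT-qPCR figures had been seen when the rule was written. Genes named outside this rule are said to be so.

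The alternatives were a block on the replicate number, each array left out in turn, quantile normalization, arrays centred on their median, probe sets above the median level only, an intensity trend with robust variance, the methods' t-test, the mean of all probe sets of a gene, no probe sets ending in _x_at or _s_at, other thresholds, and camera with an estimated correlation, camera on ranks and fry for the lists. Centring on the hybridization controls and the TRiC list without CCT3 were added after seeing the data. The procedure was also tested on simulated data with 15243 genes in 3 arrays against 3. At an adjusted p under 0.05 with no fold threshold, it recovered 94% of 67 genes changed by a fold of 1.5. Of those changed by a fold of 2 or 4 it recovered 100%, with 13 false calls. The 94% does not apply to the rule for changed genes, whose fold threshold is itself 1.5. Far fewer genes were changed than the 6935 that passed an adjusted p under 0.05 in the data. Of 20 lists shifted by 0.5, 100% were recovered, with 0 false calls among the others. Each gene was simulated independently of the others, so the false calls do not show how camera treats lists of genes that vary together. The Ingenuity pathway scores, RT-qPCR, Western blots, cell assays and mouse experiments were not analysed here.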

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

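The tests of dilution, of the control probe sets, of HSBP1 and ARL1, and of other splits for probe sets and lists were chosen only after the result was seen. The results in the next 3 paragraphs stand out because the paper does not discuss these gene groups, although it names some of their members, such as MCM2, CDC6, CDC45, CDKN1A, BAX, TGFBR2 and FN1. Their counts use an adjusted p under 0.05 with no fold threshold, past which 3855 of all 15243 genes were higher and 3080 lower.

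Genes that copy and repair DNA fell together in CCT3-KD cells. The DNA replication list had a median log2 fold change of -0.99 and 36 of 37 measured genes fell, 0 rose and 1 did not pass, with 36 lower adjusted over the list alone (camera adjusted p = 2.42e-21, and adjusted p = 0.251 with an estimated correlation). Its largest falls were those of POLE2 (-1.98), a polymerase subunit, the primase gene PRIM1 (-1.60) and TOP2A (-1.59). Nucleotide synthesis had a median of -0.83, with 13 of 15 genes lower, 0 higher and 2 not past the test, 13 lower adjusted over the list alone (camera adjusted p = 1.68e-09, and adjusted p = 0.251 with an estimated correlation), among them DUT (-1.50), RRM2 (-1.42) and the thymidine kinase gene TK1 (-1.41). All 14 measured genes of the Fanconi anemia and homologous recombination list fell, also adjusted over the list alone (median -1.07, camera adjusted p = 1.17e-09, and adjusted p = 0.251 with an estimated correlation), such as EXO1 (-1.44) and BARD1 (-1.32).

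Genes that p53 activates rose: 19 of 21 measured were higher, 1 was lower and 1 did not pass, the same when adjusted over the list alone (median 0.81, camera adjusted p = 2.12e-08, and adjusted p = 0.251 with an estimated correlation). TP53INP1 rose by 1.96 (1.03 with the mean of its probe sets), the death receptor gene FAS by 1.71 and ZMAT3 by 1.26 (0.68 without _x_at and _s_at probe sets), and the gene that fell was GDF15 (-1.11), named after its value was seen. In the MAPK pathway output list, 15 of 19 genes rose, 0 fell and 4 did not pass, the same adjusted over the list alone (median 0.54, camera adjusted p = 2.11e-05, and adjusted p = 0.251 with an estimated correlation), with the phosphatase genes DUSP5 (1.65) and DUSP6 (0.95), which restrain this pathway. Of 25 interferon response genes, 15 were higher, 3 lower and 7 neither, and 16 were higher and 4 lower adjusted over the list alone (median 0.41, camera adjusted p = 0.00831, and adjusted p = 0.523 with an estimated correlation), with the RNA sensor gene RIGI at 1.64 and ISG15 at 1.34. This call ended with only probe sets above the median level (adjusted p = 0.058, in a range of 0.000733 to 0.523 with camera). The epithelial to mesenchymal and matrix list had 15 of 25 genes higher, 2 lower and 8 neither, the same adjusted over the list alone (median 0.37, camera adjusted p = 0.00154, and adjusted p = 0.523 with an estimated correlation), with the collagenase gene MMP1 at 2.57 and TWIST1 at -0.91. For the dedifferentiated melanoma state, 7 of 16 genes were higher, 2 lower and 7 neither, and 8 were higher and 2 lower adjusted over the list alone (median 0.27, camera adjusted p = 0.0396, and adjusted p = 0.523 with an estimated correlation), with CCN2 at 1.12. The dedifferentiated list did not pass without CCT3-KD replicate 3 (median 0.29, adjusted p = 0.0603), with the mean of all probe sets (adjusted p = 0.0741) or on ranks (adjusted p = 0.0511), in a range of 0.0158 to 0.523 with camera. Centred on hybridization controls, the medians were smaller, at 0.24 for the interferon list (12 higher and 5 lower), 0.20 for the matrix list (13 and 4) and 0.10 for the dedifferentiated list (7 and 4).

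Cholesterol synthesis fell, with 12 of 18 genes lower, 1 higher and 5 neither, and 13 lower and 1 higher adjusted over the list alone (median -0.38, camera adjusted p = 4.12e-05, and adjusted p = 0.296 with an estimated correlation), led by INSIG1 (-1.23) and EBP (-0.91). Oxidative phosphorylation had 12 of 27 genes lower, 1 higher and 14 neither, the same adjusted over the list alone (median -0.0975, camera adjusted p = 0.00154, and adjusted p = 0.523 with an estimated correlation), with NDUFV1 at -0.81. In ribosome biogenesis, 12 of 25 genes were lower, 2 higher and 11 neither, the same adjusted over the list alone (median -0.15, camera adjusted p = 0.0106, and adjusted p = 0.647 with an estimated correlation), with FBL at -0.53. The proteasome list had 7 of 27 genes lower, 1 higher and 19 neither, and 6 lower and 1 higher adjusted over the list alone (median -0.0659, camera adjusted p = 0.0301, and adjusted p = 0.708 with an estimated correlation), with PSMC4 at -0.86. It did not pass after quantile normalization (adjusted p = 0.0587), with only probe sets above the median level (adjusted p = 0.0935), with the mean of all probe sets (adjusted p = 0.113), without _x_at and _s_at probe sets (adjusted p = 0.114), without NC replicate 3 (median -0.03, adjusted p = 0.0693) or without CCT3-KD replicate 2 (median -0.07, adjusted p = 0.0741), in a range of 0.0012 to 0.708. These last 3 lists moved further down when centred on hybridization controls, with 21 genes of oxidative phosphorylation lower (median -0.27), 18 of ribosome biogenesis (median -0.32) and 23 of the proteasome (median -0.24), and 0 higher in each. SERPINI1 (4.11), the largest rise, and HSBP1 (-2.67), the largest fall after CCT3, are also genes that the paper does not discuss.

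The number of changed genes, 2213, was weighed against technical causes. Against a difference in RNA quality, the 3' minus 5' value of GAPDH differed between the groups by 0.0092 and that of ACTB by 0.0248, below ranges of 0.0431 and 0.157 within groups. Against a dilution by other cells large enough to give the fall of the mitotic genes, the 7 pigmentation genes above the median gene had a median of -0.25 (interquartile range 0.27), far from the -1.44 of the mitotic list. This test cannot exclude a smaller dilution, since the pigmentation median itself lies below 0. None of the marker lists of other cell types met the bound of 0.1 set for them (medians 0.15 for fibroblasts, 0.23 for epithelial cells and 0.3676 for leukocytes). The argument against other cells thus rests on the dilution test and covers only a large share of them, and a smaller share stays open. Of 10 splits of the arrays, 1, the real one, gave as many genes (2213, highest other 0), 1 as many probe sets (1514, highest other 1) and 1 as many lists (19, highest other 14). Every other split mixes arrays of both groups, so the group difference widens the spread within each side, and low gene counts were fixed in advance. Part of that difference also remains between the sides, so the splits do not test chance. Besides, 10 splits are too few for a share under 0.05. An effect of the shRNA on other transcripts stays open.

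The control probe sets were brighter on the CCT3-KD arrays, the hybridization controls by 0.17 (largest range within a group 0.0746) and the poly-A controls by 0.17 (range 0.119). Poly-A controls are meant to be added to the total RNA and hybridization controls after labeling, and the paper's text does not describe this step. On the deposited values their shifts differed by -3.75e-05 (range 0.0762), so the poly-A controls did not rise further. These values had already been processed by steps that the paper does not name. They therefore cannot decide whether CCT3-KD cells held less messenger RNA per total RNA. The shift is consistent with a difference in hybridization load or scaling between the arrays. Which scaling gives the changes in the cells was not tested, and small shifts of a gene or list depend on it.

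HSBP1 was 6.35-fold and ARL1 4.80-fold lower, against 10.6-fold for the targeted gene CCT3. All 12 of their probe sets fell by more than 2-fold, at -2.78 to -1.36, which argues against a fault of single probe sets, although probe sets of a gene can share probes. A candidate explanation is that the shRNA acts on these transcripts directly, and this was not tested, since it needs the sequences of their 3' UTRs. A response of the cells to the loss of CCT3 stays open as well.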

How the results depend on the processing

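Centring on hybridization controls and the TRiC list without CCT3, which ended 1 call, were chosen after seeing the data, and every other alternative was fixed beforehand. CCT3 and CDK1 kept their direction and stayed past the threshold under all 15 alternatives, at -3.57 to -3.34 and -1.65 to -1.40. With an array left out, CCT3 lay at -3.47 to -3.36, CDK1 at -1.50 to -1.40, the cyclins list at -0.28 to -0.15 (adjusted p up to 0.0301), lists past camera at 18 to 21, genes at 1071 to 1297 higher and 950 to 1105 lower, probe sets at 657 to 774 higher and 746 to 875 lower, and the share of variance on component 1 at 81.4 to 86.9. That share was 98.3 with the most variable probe sets only and 85.2 after quantile normalization. Other thresholds gave 3855 genes higher and 3080 lower with no fold threshold, and 330 and 348 above 2-fold, also at p under 0.01 and for genes in place of probe sets. With probe sets above the median level, 395 were higher and the cyclins list had -0.15 (adjusted p = 0.0963). By set test, 0 lists passed with an estimated correlation and 31 with fry, and the cyclins list at -0.21 did not pass with an estimated correlation (adjusted p = 0.647) or on ranks (adjusted p = 0.0618). Centred on hybridization controls, 676 genes were higher and 1668 lower, 438 and 1277 probe sets, the cyclins list had -0.38 (adjusted p = 0.146), and CCT6A went from 0.17 to -0.0025. CCT4 went from 0.03 to -0.28 with the mean of its probe sets, and ARL2 from -0.40 to 0.0238 without _x_at and _s_at probe sets. Apart from the shift that centring makes by construction and the fewer features that a stricter threshold keeps, the cause was not tested.

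As a block, the replicate number left the 2213 changed genes the same (2213 shared), and 180 of 182 named genes and 38 of 38 lists kept their calls, with CDK1 at -1.43. In this balanced design a block cannot change a log2 fold change, so the same count says little about pairing. Arrays of the same number correlated, after removal of the group means, at 0.42, 0.09 and 0.07, all above 0. However, NC replicate 2 correlated best with CCT3-KD replicate 3 (0.14), and NC replicate 3 with CCT3-KD replicate 2 (0.20). With so few arrays these values cannot settle whether the numbers pair the arrays. Of the named genes, 172 kept their calls under the methods' t-test and 170 when centred on hybridization controls. Of genes above the median level 17.8% were called changed and of those at or below it 11.2%, for which the cause was not tested.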

Differences from the paper's values

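In this part, only centring on the hybridization controls was chosen after the result was seen. The paper reports 500 downregulated genes at a fold change above 2 and P < 0.05, and at these thresholds 810 probe sets were lower here. Among the alternatives fixed before the data were examined, the count came within 1.5 times the paper's for genes in place of probe sets (348), for probe sets above the median level (556) and without CCT3-KD replicate 3 (746), and stayed beyond it under the replicate block, without any other array, under both normalizations, the intensity trend, the methods' t-test and the adjusted p (774 to 879). For the upregulated genes the paper reports 497 and 704 probe sets were higher here, within 1.5 times, as under the alternatives other than genes in place of probe sets (330) and without CCT3-KD replicate 3 (774).

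The paper states that PPAR signaling and PPARα/RXRα signaling were inhibited. The list used here for PPAR and RXR signaling, which is not the paper's pathway, had 10 genes higher and 3 lower of 24 and did not pass its test as a list. With arrays centred on their hybridization controls, its median was -0.08. RXRG (-0.93) and LPL (-1.84) did fall. The text and the legend of Figure 7A give opposite directions for the same RT-qPCR genes. On the arrays, CDK1 (-1.43), FOXM1 (-1.33), MCM2 (-1.53), PIM1 (-0.47) and SKP2 (-1.55), all among these genes, fell, and NFKBIA (0.84) rose. These are more falls than the legend counts, and the paper reports that RT-qPCR differed from the arrays only for EGR1, MAP3K1, THBS1 and TGFBR2. For these genes, the values argue against the legend's direction. Over the network, 18 of 30 genes fell and 12 rose. The text calls cyclins and cell cycle regulation signaling inhibited at both mentions. It gives a Z-score below 0 and then one above 2.5, so the text does not settle the sign of the score. The list here had 18 genes lower and 11 higher. It holds CDK inhibitors, and CDKN1C and CDKN1A were among the genes that rose, so these counts give no direction to set against that score.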

Other observations

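The tests of the histone genes and of the TRiC list without CCT3 were chosen only after the result was seen. The list counts below again stand beside 3855 of all 15243 genes higher and 3080 lower. Beyond CCT3, the subunits of the chaperonin TRiC changed little. TCP1 fell by 0.58 on the log2 scale (standard error 0.06, n = 3 arrays per group), CCT5 by 0.46, CCT8 by 0.28 and CCT7 by 0.23, CCT2 (-0.13) and CCT4 (0.03) did not pass the test, and CCT6A was higher by 0.17 (adjusted p = 0.0322). CCT2 did pass as lower with arrays centred on their medians (-0.16, adjusted p = 0.0208), with only probe sets above the median level (adjusted p = 0.0476), with an intensity trend (adjusted p = 0.0130) and centred on hybridization controls (-0.30, adjusted p = 0.00115), in a range of adjusted p up to 0.274. The other 3 probe sets of CCT4 were lower, the fall of CCT7 missed the threshold without NC replicate 1 (-0.21, adjusted p = 0.0608) or NC replicate 3 (-0.22, adjusted p = 0.0535), within 1.51e-05 to 0.0608 over its alternatives, and the mean of all probe sets gave -0.38 for TCP1. CCT6A missed the threshold without NC replicate 1 (0.15), 2 (0.17) or 3 (0.19), without CCT3-KD replicate 1 (0.17) or 3 (0.17), under the replicate block (0.17, adjusted p = 0.0687) and with arrays centred on their medians (0.14, adjusted p = 0.0903), and had -0.0025 when centred on hybridization controls, in a range of adjusted p from 0.00181 to 0.974. Of the 8 subunits 5 were lower, 1 higher and 2 neither, the same adjusted over the list alone (median -0.25, camera adjusted p = 0.0106, and adjusted p = 0.436 with an estimated correlation). This call rests partly on CCT3, the target of the shRNA: the 7 other subunits, 4 lower and 1 higher, did not pass as a list (median -0.23, camera adjusted p = 0.0575, and adjusted p = 0.523 with an estimated correlation). Among 10 prefoldin subunits and TRiC cofactors, 2 were higher, 2 lower and 6 neither, and 2 were higher and 1 lower adjusted over the list alone (median 0.04, where the test points down, camera adjusted p = 0.839, and adjusted p = 0.927 with an estimated correlation). Actins and tubulins, which TRiC folds, had 4 of 12 genes higher, 4 lower and 4 neither, and 5 higher and 4 lower adjusted over the list alone (median 0.04, camera adjusted p = 0.886, and adjusted p = 0.952 with an estimated correlation), with TUBB2A at 0.95 and TUBB at -0.30. Of 6 tubulin cofactors, 2 were higher, 3 lower and 1 neither, and 3 and 3 adjusted over the list alone (median -0.10, camera adjusted p = 0.59, and adjusted p = 0.724 with an estimated correlation), where the fall of ARL2 (-0.40) was not seen without _x_at and _s_at probe sets (0.02). With arrays centred on hybridization controls the medians of the TRiC list and the tubulin cofactors were -0.42 (0 genes higher and 6 lower) and -0.27 (1 and 3), and those of the prefoldin list and of the actins and tubulins turned to -0.13 (0 genes higher and 5 lower) and -0.14 (2 higher and 6 lower), and without _x_at and _s_at probe sets the actins and tubulins had -0.11 and the tubulin cofactors 0.02.

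Immediate early genes rose: 14 of 20 were higher, 1 lower and 5 neither, and 15 higher and 1 lower adjusted over the list alone (median 0.74, camera adjusted p = 2.31e-05, and adjusted p = 0.294 with an estimated correlation), with the transcription factor genes KLF10 at 1.90 and KLF4 at 1.79. Targets of NF-kB had 11 of 18 genes higher, 0 lower and 7 neither, the same adjusted over the list alone (median 0.39, camera adjusted p = 0.0028, and adjusted p = 0.449 with an estimated correlation), with the NF-kB inhibitor gene TNFAIP3 at 1.52 (0.94 without _x_at and _s_at probe sets). The STAT3 and IL6 receptor list had 10 of 15 genes higher, 1 lower and 4 neither, the same adjusted over the list alone (median 0.37, camera adjusted p = 0.00831, and adjusted p = 0.449 with an estimated correlation), with STAT3 at 0.72 and JUNB at 0.73, and it did not pass without _x_at and _s_at probe sets (adjusted p = 0.0664, in a range of 0.00292 to 0.449 with camera). Centred on hybridization controls, the NF-kB list had a median of 0.22 with 9 higher and 1 lower, and the STAT3 list 0.20 with 9 and 2. In the ATF4 and amino acid response, PHGDH and PSAT1, which encode enzymes of serine synthesis, fell by 2.02 and 1.96, and the stress gene SESN2 rose by 1.17, with 6 of 21 genes higher, 9 lower and 6 neither, and 7 higher and 9 lower adjusted over the list alone (median -0.14, camera adjusted p = 0.0784, and adjusted p = 0.575 with an estimated correlation). This list passed with an intensity trend (adjusted p = 0.0202), with the mean of all probe sets (adjusted p = 0.0372) and without _x_at and _s_at probe sets (adjusted p = 0.0246), and had a median of -0.31 with 5 higher and 12 lower when centred on hybridization controls.

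In the BCL2 family and apoptosis list, 11 of 25 genes were higher, 4 lower and 10 neither, and 12 higher and 4 lower adjusted over the list alone (median 0.18, camera adjusted p = 0.178, and adjusted p = 0.724 with an estimated correlation), against 8 higher and 6 lower (median 0.0061) when centred on hybridization controls. BAX, which promotes apoptosis, rose by 0.65, BIRC2 rose by 0.93, PARP1 fell by 0.73, and BCL2 had 0.07 (adjusted p = 0.722) with 2 of its 6 probe sets past the test, both lower. The senescence secretome had 8 of 15 genes higher, 3 lower and 4 neither, the same adjusted over the list alone (median 0.38, camera adjusted p = 0.126, and adjusted p = 0.523 with an estimated correlation), with IL1A at 2.00 and LMNB1 at -1.40, and passed when centred on hybridization controls (median 0.21, adjusted p = 0.0227). Sphingosine-1-phosphate signaling had 8 of 13 higher, 1 lower and 4 neither, the same adjusted over the list alone (median 0.32, camera adjusted p = 0.0536, and adjusted p = 0.523 with an estimated correlation), and passed without NC replicate 1 (median 0.31, adjusted p = 0.0491), NC replicate 2 (median 0.36, adjusted p = 0.0341) or CCT3-KD replicate 2 (median 0.31, adjusted p = 0.0418), with an intensity trend (adjusted p = 0.0395), and when centred on hybridization controls, with 5 higher and 4 lower (median 0.15, adjusted p = 0.0305). Pigmentation and MITF targets had 2 of 16 higher, 5 lower and 9 neither, the same adjusted over the list alone, with MITF at -0.65 (median 0.04, where the test points down, camera adjusted p = 0.574, and adjusted p = 0.855 with an estimated correlation), and its median was -0.13 with arrays centred on hybridization controls and -0.23 with only probe sets above the median level.

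The heat shock response had 5 of 20 genes higher, 7 lower and 8 neither, the same adjusted over the list alone, with HSP90AA1 at -0.65 and DNAJB4 at 0.60 (median -0.06, camera adjusted p = 0.337, and adjusted p = 0.724 with an estimated correlation). The ER unfolded protein response had 6 of 18 higher, 4 lower and 8 neither, and 6 higher and 5 lower adjusted over the list alone, with DNAJB9 at 1.14 and XBP1 at -0.92 (median -0.04, camera adjusted p = 0.747, and adjusted p = 0.916 with an estimated correlation). Glycolysis and hypoxia had 3 of 22 higher, 7 lower and 12 neither, the same adjusted over the list alone, with ALDOC at -0.97 (median -0.06, camera adjusted p = 0.0889, and adjusted p = 0.647 with an estimated correlation). Centred on hybridization controls, 3 genes of the heat shock list were higher and 11 lower (median -0.23), 5 and 11 of the ER list (median -0.21), and 2 and 16 of the glycolysis and hypoxia list (median -0.24), which then passed (adjusted p = 0.0342), as it did with the mean of all probe sets (adjusted p = 0.0386). None of the 31 ribosomal protein genes passed the test in limma, with 0 higher and 0 lower also adjusted over the list alone (median 0.01, where the test points down, camera adjusted p = 0.545, and adjusted p = 0.787 with an estimated correlation), and 23 were lower when centred on hybridization controls, where the list passed (median -0.16, adjusted p = 0.0108). RPS2 (-0.13 in the first fit) passed as lower after quantile normalization (-0.14), with only probe sets above the median level (-0.13), with an intensity trend (-0.13), under the methods' t-test, with the mean of all probe sets (-0.42), without _x_at and _s_at probe sets (-0.72) and centred on hybridization controls (-0.30), and RPL32 (-0.09) with the trend, under the methods' t-test and centred on hybridization controls (-0.27).

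Markers of other cell types did not pass as lists. Fibroblast markers had 2 of 10 genes higher, 1 lower and 7 neither, the same adjusted over the list alone (median 0.15, camera adjusted p = 0.394, and adjusted p = 0.767 with an estimated correlation), and a median of -0.02 with arrays centred on hybridization controls. COL6A3 rose by 1.53 (0.88 with the mean of its probe sets) and LUM by 1.33, and the abundant fibroblast collagen gene COL1A1, named outside the rule for genes, had 0.00 (adjusted p = 0.992). Of 9 epithelial markers, 4 were higher, 0 lower and 5 neither, and 3 were higher and 0 lower adjusted over the list alone (median 0.23, camera adjusted p = 0.426, and adjusted p = 0.724 with an estimated correlation), with CLDN4 at 0.41, and when centred on hybridization controls 0 were higher and 1 lower (median 0.055), with CLDN4 at 0.24 (adjusted p = 0.0688). Among 7 leukocyte markers, 3 were higher, 1 lower and 3 neither, the same adjusted over the list alone (median 0.37, camera adjusted p = 0.39, and adjusted p = 0.74 with an estimated correlation), with LYZ at 1.93 and CORO1A at -1.22, and the list passed with only probe sets above the median level (median 0.74, adjusted p = 0.0436, in a range of 0.0436 to 0.905 with camera), while its median was -0.04 without _x_at and _s_at probe sets and 0.20 when centred on hybridization controls.

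CCT3 was 90.5% lower on the arrays, and the paper's RT-qPCR value for A375 cells is 88.4%. After the rise of H2BC5 was seen, the 33 other histone genes of the clusters were counted, of which 12 were higher and 3 lower, and they did not pass as a set (median 0.15, camera p = 0.077, and p = 0.433 with an estimated correlation). Of the 19 with a probe set that does not end in _x_at or _s_at, 6 were higher and 2 lower (median 0.08).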
